# Vascular *microRNA-204* is remotely governed by the microbiome and impairs endothelium-dependent vasorelaxation by downregulating Sirtuin1

**DOI:** 10.1038/ncomms12565

**Published:** 2016-09-02

**Authors:** Ajit Vikram, Young-Rae Kim, Santosh Kumar, Qiuxia Li, Modar Kassan, Julia S. Jacobs, Kaikobad Irani

## Abstract

Gut microbiota promotes atherosclerosis, and vascular endothelial dysfunction, signalled by impaired endothelium-dependent vasorelaxation, is an early marker of atherosclerosis. Here we show that vascular *microRNA-204* (*miR-204*) expression is remotely regulated by the microbiome, and impairs endothelial function by targeting the Sirtuin1 lysine deacetylase (*Sirt1*). *MiR-204* is downregulated, while Sirt1 is upregulated, in aortas of germ-free mice. Suppression of gut microbiome with broad-spectrum antibiotics decreases *miR-204*, increases Sirt1 and bioavailable vascular nitric oxide, and improves endothelium-dependent vasorelaxation in mouse aortas. Antibiotics curtail aortic *miR-204* upregulation, and rescue decline of aortic Sirt1 and endothelium-dependent vasorelaxation, triggered by high-fat diet feeding. Improvement of endothelium-dependent vasorelaxation by antibiotics is lost in mice lacking endothelial Sirt1. Systemic antagonism of *miR-204* rescues impaired endothelium-dependent vasorelaxation and vascular Sirt1, and decreases vascular inflammation induced by high-fat diet. These findings reveal a gut microbe-vascular microRNA–Sirtuin1 nexus that leads to endothelial dysfunction.

## Abstract (web summary)

Commensal bacteria, the vast majority of which reside in the gut, are involved in development of many diseases, including atherosclerotic vascular disease. Here the authors show that these bacteria remotely increase expression of vascular *microRNA-204*, which targets Sirt1 in the endothelium to impair endothelial function.

The gut flora, consisting of trillions of microbes, plays an essential role in dietary energy harvest. The gut microbiome has been implicated in the pathogenesis of metabolic disorders such as diabetes^1^ and obesity^2^. The microbiome can also contribute to the development of atherosclerotic vascular disease^3^,^4^,^5^,^6^. Metabolites of dietary phospholipids and nutrients produced by gut flora and found in the systemic circulation contribute to vascular inflammation and atherosclerosis^3^,^5^. On the other hand, the microbiome also participates in retarding atherosclerosis. Gut bacteria generate metabolites of a class of dietary flavonoids that decrease atherosclerotic burden by stimulating reverse cholesterol transport in macrophages^7^.

Endothelial dysfunction, manifested as impaired endothelium-dependent vasorelaxation and vascular inflammation, is a precursor and strong predictor of atherosclerosis^8^. Sirtuin1 (Sirt1) is a class III histone deacetylase expressed in cell types comprising the vascular wall that stimulates endothelial nitric oxide (NO) by deacetylating endothelial nitric oxide synthase (eNOS), promotes endothelium-dependent vasorelaxation, and protects against endothelial dysfunction and atherosclerosis^9^,^10^. Sirt1 expression is governed by microRNAs^11^. For example, *miR-217* and *miR-212*, both of which directly target Sirt1, promote endothelial cell senescence and suppress *in vitro* angiogenesis^12^,^13^. We hypothesized and prove that the expression of vascular Sirt1 is an important determinant of gut microbiome-dependent endothelial function, and vascular *miR-204*, one of the microRNAs whose expression is remotely controlled by the microbiome, targets endothelial Sirt1 leading to endothelial dysfunction.

## Results

### Microbiome stimulates the expression of vascular *miR-204*

Initially, we sought to identify the effect of the microbiota on vascular microRNA expression profiles. 

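Total RNA of the thoracic aorta of 3 GFM and 3 PFM, male Swiss-Webster mice of 10 weeks, was hybridized to an nCounter mouse microRNA panel, which counts barcoded probes without amplification, with 1 lane per mouse. The authors deposited raw counts per probe, and a table of 121 microRNAs of which 114 hold normalized values. In each lane these values equal the counts times a single factor, within 1 unit for at least 112 of 114 microRNAs. The total count of the mouse microRNA probes was 343102, 385490 and 482968 in the 3 PFM aortas (median 385490), and 429101, 371878 and 290709 in the 3 GFM aortas (median 371878). Expression is given as counts per 1000000 of this total (normalized counts), the global microRNA expression that the methods use for normalization. A probe entered the tests if its count was above the mean plus 2 SD of the lane's 8 negative controls in at least 3 of 6 lanes, which 151 of 566 mouse probes did. Raw counts were compared between GFM and PFM with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. The probe shared by miR-181b and miR-181d has a blank cell for the first PFM aorta and was left out. The line that separates signal from background lay between 24.8 and 62.5 counts in the 6 lanes, so that low counts limit the precision of the less abundant microRNAs.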

Unbiased microRNA nCounter expression arrays were performed and compared in aortas of microbiota-free germ-free mice (GFM) and control pathogen-free mice (PFM). 

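In aortas of GFM, miR-204 fell, with a log2 fold change of -0.66 (standard error 0.11, adjusted p = 0.0454), and it was the only microRNA of 151 tested to pass an adjusted p of 0.05 in edgeR. None was higher at that threshold, and DESeq2 called 0 lower and 0 higher and limma 1 lower and 0 higher. At an unadjusted p of at most 0.05, the threshold of the methods, edgeR counted 16 lower, with a median GC content of 36.4% against 45.5% over all tested, and 8 higher. The imprinted Dlk1-Dio3 cluster had 15 measured microRNAs, of which 12 had a log2 fold change below 0 and 3 (miR-127, miR-136 and miR-377) were lower when adjusted over the list alone, with none lower over all microRNAs tested (edgeR). As a set the cluster did not pass (camera, adjusted p = 0.267, and adjusted p = 0.706 with an estimated correlation). The log2 fold change was -0.58 (standard error 0.13) for miR-127, -0.45 (standard error 0.10) for miR-136 and -0.66 (standard error 0.20) for miR-377, whose mean count was 1.57 times the background line and whose count in the third GFM aorta lay below it. With background subtracted miR-377 was at -1.04. Of the 9 microRNAs of the let-7 family, which represses growth and developmental timing genes, let-7f had a log2 fold change of -0.36 (adjusted p = 0.137) and let-7c of -0.18 (adjusted p = 0.221), while let-7e had 0.20 (adjusted p = 0.177, edgeR). Among 7 measured microRNAs of the miR-17-92 and paralog clusters, all with log2 fold changes below 0, miR-19a was at 70.8% of PFM (adjusted p = 0.0881, and lower when adjusted over the list alone). MiR-669f, on none of the lists, was at 70.9% (adjusted p = 0.0855, edgeR). On the higher side, liver-enriched miR-122 was at 138% of PFM (adjusted p = 0.143), with a mean count 1.57 times the background line. Muscle-enriched miR-133a was at 122% (adjusted p = 0.221), while miR-1, the other striated muscle microRNA measured, had a log2 fold change of -0.00056. MiR-2134 was at 218% (adjusted p = 0.221), with 690 normalized counts in the first GFM aorta against 258 and 275 in the others. The median log2 fold change over the 151 was -0.05. In 24 microRNAs every GFM value lay below every PFM value and in 10 above, where chance gives 10% of microRNAs in both directions together. With TMM normalization the unadjusted counts were 13 lower and 11 higher, and with scaling to the positive controls 17 lower and 5 higher. Without the third GFM aorta 27 were lower, and 3 were higher without the first GFM aorta and 4 without the third PFM aorta. The paper goes on from this comparison of the panel to qPCR of single microRNAs, and from there to miR-204.

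**Figure D1:**
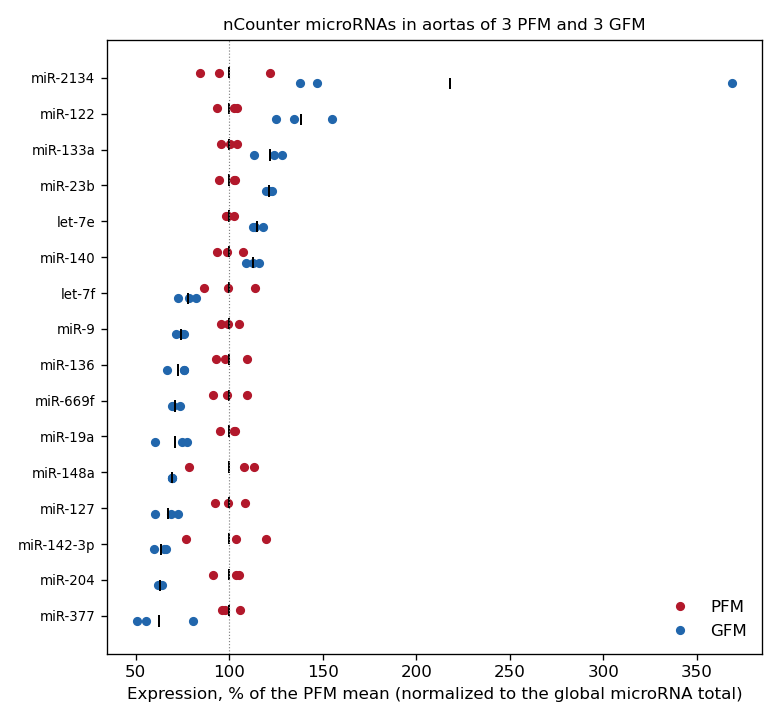
Expression of 16 microRNAs in each aorta as percent of the PFM mean (horizontal axis), after normalization to global microRNA expression. All were picked by results from these same aortas, miR-204 for its adjusted p and the others for the lowest unadjusted p and groups that do not overlap. The separation shown, also that of miR-204, therefore follows from that choice. Each point is 1 aorta (PFM red, GFM blue) and each black tick a group mean of 3. The miR-204 values of GFM lie between 62.0% and 64.3%, below all of those of PFM.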

Of the 578 microRNAs assayed, 15 were found to be significantly downregulated, while 5 were upregulated in aortas of GFM compared with PFM (Fig. 1a; Supplementary Fig. 1a). Global microRNA expression, and expression of the most abundant vascular microRNAs, did not differ between GFM and PFM (Supplementary Fig. 1b,c). Similarly, aortic expression of microRNA processing enzymes Dicer and Drosha were not altered in germ-free conditions (Supplementary Fig. 1d). 

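The total of all mouse microRNA probes, scaled by the positive controls, was 387591 ± 33084 counts (SD, n = 3) in PFM and 377536 ± 85515 counts (SD, n = 3) in GFM. The log2 difference was -0.06 (standard error 0.19), with a 95% interval from -0.60 to 0.48 (exact permutation test, two-sided, p = 0.8, where 3 mice against 3 cannot go below p = 0.1). Its sign turned when totals were scaled by β-actin (0.01) or by the housekeeping mRNAs (0.00052) and without the first (0.0073) or the third GFM aorta (0.06). It was -0.24 without the second GFM aorta and -0.21 when scaled by the sum of the positive controls, and the interval leaves room for a difference in either direction. Of the 26 most abundant microRNAs, none passed an adjusted p of 0.05 in edgeR, and 0 did with DESeq2 or limma. At an unadjusted p of at most 0.05, miR-148a and let-7c were lower and miR-23b and miR-140 higher, which became 5 lower and 1 higher without the first PFM aorta, and 1 lower and 0 higher with positive controls or β-actin. Their changes ran from -30.5% to 21.5%, the median log2 fold change was -0.02, and 21 of 26 lay within 0.2 of 0 on the log2 scale. The smooth muscle microRNAs miR-143 and miR-145 had log2 fold changes of 0.08 (standard error 0.11) and 0.05 (standard error 0.11), and the endothelial miR-126-3p of -0.02 (standard error 0.16). The sign for miR-143 turned in 1, for miR-145 in 2 and for miR-126-3p in 9 of 23 alternative settings. Without the first PFM aorta, miR-148a passed (1 of 26).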

Among the microRNAs downregulated by nCounter array in GFM aortas (Supplementary Fig. 2d), *miR-204* and *miR-148a* were confirmed by quantitative PCR (qPCR), with a strong trend for *miR-9* (Supplementary Fig. 2e). 

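By nCounter, miR-148a was at 69.5% of PFM in aortas of GFM, with 14391 against 20712 normalized counts (log2 fold change -0.53, standard error 0.13, adjusted p = 0.0855, edgeR). Its counts, 4181 to 10819 per lane, were 149 times the background line on average. MiR-9 was at 74.1% of PFM (log2 fold change -0.43, standard error 0.10, adjusted p = 0.0855), with counts of 95 to 219 per lane. Every GFM value was below every PFM value for both microRNAs, and neither passed an adjusted p of 0.05 in edgeR, except miR-148a without the first PFM aorta. By the methods' t-test miR-9 passed after adjustment on log2 values and on the authors' table, and not on linear values. Only the nCounter values were re-analyzed here, and the qPCR values were not examined.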

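Expression of miR-204 was 649 ± 49.7 normalized counts (SD, n = 3) in aortas of PFM and 410 ± 7.18 (SD, n = 3) in those of GFM. All 3 GFM values lay below all 3 PFM values (exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow). The raw counts were 231, 228 and 329 in PFM and 176, 155 and 117 in GFM, on average 4.46 times the background line. The probe of miR-211, the other member of its family, counted 9 to 20 and was above background in 0 of 6 lanes. Without any 1 of the 6 aortas the adjusted p of miR-204 in edgeR lay between 0.0567 and 0.223, so each of them ended the call, while the log2 fold change stayed between -0.72 and -0.62. Over 23 alternative settings the fold change ran from -0.76 to -0.59, and the adjusted p was under 0.05 in 6.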

Since *miR-204* was the most robustly downregulated microRNA, we henceforth focused our attention on it. Decrease of *miR-204* in GFM aortas (Fig. 1b) was validated using different internal controls (Supplementary Fig. 2c) and expression of *miR-204* precursors in the aorta followed a trend similar to that of the mature microRNA (Fig. 1b). *In situ* hybridization showed that *miR-204* is expressed in both the endothelium and tunica media of mouse aortas (Supplementary Fig. 3).

### Sirt1 is targeted by *miR-204* and is upregulated in GFM

Computational microRNA–mRNA algorithms predicted *Sirt1* to be in the top 100 genes (0.5 percentile) targeted by the conserved microRNAs downregulated by nCounter array in aortas of GFM (Fig. 1c). Among these microRNAs, *miR-204*, *miR-9*, *miR-142-3p* and *miR-199a-5p* have been experimentally shown to downregulate Sirt1 (refs 14, 15, 16). 

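Of the microRNAs that the paper ties to Sirt1, 4 were measured above background in these aortas, and all 4 had log2 fold changes below 0. MiR-142-3p, which is abundant in leukocytes, was at 63.7% of PFM in GFM (log2 fold change -0.65, standard error 0.17, adjusted p = 0.0881, edgeR; it passed without the first PFM aorta), and miR-199a-5p was at 89.6% (log2 fold change -0.16, standard error 0.07, adjusted p = 0.314). Adjusted over the list alone 3 were lower, and over all 151 tested only miR-204 was. The median log2 fold change of the set was -0.54 (camera, adjusted p = 0.00308, and adjusted p = 0.374 with an estimated correlation; fry, adjusted p = 0.00771). The study chose this list on these samples, so neither the count nor the test is independent evidence of its direction. MiR-217 and miR-212, with at most 19 counts, were above background in 0 of 6 lanes and were not tested. Of the 10 leukocyte microRNAs measured, 7 had log2 fold changes below 0, among them miR-142-5p (-0.05, standard error 0.18), miR-223 (-0.15, standard error 0.15) and miR-150 (-0.65, standard error 0.37), and miR-155 (0.10), miR-181a (0.09) and miR-342-3p (0.16) lay above 0. Without the third GFM aorta miR-150 passed, at -1.24.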

Focusing on *miR-204*, we confirmed that it targets Sirt1 in vascular endothelial cells using *miR-204* modulators (mimic, inhibitor) and Sirt1 3′-untranslated region (UTR) reporter assay (Fig. 1d,e; Supplementary Fig. 4). Furthermore, *Sirt1* was upregulated in several tissues, including the aortas (Fig. 1f), skeletal muscle and lungs, but not in the heart and liver of GFM (Supplementary Fig. 2f). Because *miR-204* is in intron 6 of the *Trpm3* gene located on chromosome 9q21.12, and is co-expressed with *Trpm3* (ref. 17), we also measured *Trpm3* expression. Paralleling *miR-204* expression, *Trpm3* was downregulated in GFM aortas (Fig. 1g).

### Antibiotics decrease *miR-204* and increase vascular Sirt1

We next asked whether suppressing gut flora biomass with broad-spectrum oral antibiotics results in changes in vascular *miR-204* and Sirt1 expression similar to that observed in GFM. Wild-type C57Bl/6 mice isolated from the colony, housed in separate cages and treated with antibiotics in drinking water for 6 weeks were slightly leaner than their untreated counterparts but had similar plasma lipids (Supplementary Fig. 5a,b). Mice on antibiotics had markedly lower faecal microbial load (Supplementary Fig. 6). Administration of antibiotics decreased aortic *miR-204* and *Trpm3* (Fig. 2a–c), while increasing aortic Sirt1 (Fig. 2d–g). Discontinuation of antibiotics and co-housing with mice not on antibiotics reversed changes in aortic expression of *miR-204*, *Trpm3* and Sirt1 (Fig. 2a–g). Immunohistochemistry showed that total aortic Sirt1 as well as endothelial Sirt1 was upregulated in mice receiving antibiotics (Fig. 2d–g).

### Antibiotics promote endothelial function via Sirt1

Because of the important role of Sirt1 in eNOS signalling, we questioned whether the gut microbiome stimulates vascular NO and endothelium-dependent vasorelaxation. Antibiotic administration to mice upregulated eNOS (Fig. 2d,e), and improved endothelium-dependent vasorelaxation (Fig. 2h), in mouse aortas. Repopulation of the microbiome by discontinuation of antibiotics and co-habitation with mice not on antibiotics reversed changes in aortic expression of eNOS and decreased endothelium-dependent vasorelaxation (Fig. 2d,e,h). To determine the role of endothelial Sirt1 in the microbiota-vascular axis, we examined the effect of antibiotics on endothelium-dependent vasorelaxation in mice with conditional deletion of endothelial Sirt1 (*eSirt1*^*−/−*^). In contrast to control wild-type, *Sirt1*^*fl/fl*^ and *VE-Cad-Cre* mice, antibiotics paradoxically impaired endothelium-dependent vasorelaxation in *eSirt1*^*−/−*^ mice (Fig. 2h–k), showing an obligatory role of endothelial Sirt1 in improved vasorelaxation achieved by suppressing the microbiome.

### Sirt1 rescues *miR-204*-induced endothelial dysfunction

To establish a causal role for *miR-204*-induced downregulation of Sirt1 in endothelial dysfunction, *miR-204* mimic was transfected into mouse aortas *ex vivo* resulting in robust upregulation of aortic *miR-204* (Supplementary Fig. 7a). *MiR-204* mimic suppressed endothelial Sirt1 (Supplementary Fig. 7b) and decreased endothelium-dependent vasorelaxation (Fig. 2l). This decrease in endothelium-dependent vasorelaxation was rescued by adenoviral-mediated reconstitution of endothelial Sirt1 (lacking the 3′-UTR) in mouse aortas (Fig. 2l; Supplementary Fig. 7b), indicating that *miR-204* mimic impairs endothelial function, at least in part, by suppressing Sirt1 expression.

### Diet-microbiome interaction governs *miR-204* and Sirt1

We then questioned whether diet-induced endothelial dysfunction is also dependent on the microbiome and triggered by *miR-204*-mediated downregulation of vascular Sirt1. To address this, we first measured aortic expression of Sirt1 and *miR-204* in a high-fat diet (HFD) feeding model of endothelial dysfunction. HFD feeding of C57Bl/6 mice for 8 weeks upregulated aortic *miR-204* and its precursors (Fig. 3a–c), and downregulated total aortic and endothelial Sirt1 (Fig. 3d–f). Antibiotics administered during the last 6 weeks of the HFD feeding period decreased aortic *miR-204* to basal levels (Fig. 3a–c), and restored aortic and endothelial Sirt1 (Fig. 3d–f). Discontinuation of antibiotics and co-habitation of the mice with littermates not on antibiotics for 2 weeks reversed changes in aortic *miR-204* (Fig. 3a–c) and Sirt1 (Fig. 3d–f).

### Antibiotics reverse HFD-induced endothelial dysfunction via Sirt1

HFD feeding impaired endothelium-dependent vasorelaxation (Fig. 3h), and reduced bioavailable vascular NO, in mouse aortas (Fig. 3i). Broad-spectrum antibiotics rescued this decline in endothelium-dependent vasorelaxation (Fig. 3h) and bioavailable NO (Fig. 3i). Cessation of antibiotics and re-housing the mice with those not on antibiotics negated improvement in endothelium-dependent vasorelaxation and bioavailable NO (Fig. 3h,i). Importantly, rescue of endothelium-dependent vasorelaxation by antibiotics was lost in *eSirt1*^*−/−*^ mice (Fig. 3j), underscoring the role of endothelial Sirt1 in mediating the beneficial effect of gut microbiota suppression on vascular endothelial function.

### Antibiotics promote endothelial Stat3 signalling

We next sought to understand the molecular mechanism responsible for the regulation of vascular *miR-204* expression by the gut microbiome. The transcription factor Stat3 represses *miR-204* expression in vascular smooth muscle cells and pancreatic beta cells^18^,^19^. We therefore explored the role of Stat3 signalling in regulation of vascular *miR-204* by the gut microbiome. Inhibition of Stat3 signalling in endothelial cells with a dominant-negative Stat3 construct stimulated *miR-204* expression (Supplementary Fig. 8a). Moreover, activated (phosphorylated) Stat3 was diminished in aortas of mice on HFD (Fig. 3f; Supplementary Fig. 8b,c). Suppression of the microbiome with antibiotics rescued aortic Stat3 signalling, while reconstitution of the gut flora diminished phospho-Stat3 (Fig. 3f; Supplementary Fig. 8b,c). Importantly, phosphorylation of Stat3, and changes in its phosphorylation with HFD and antibiotics, was seen principally in the endothelium (Supplementary Fig. 8b,c), indicating that endothelial Stat3 signalling is an important target of the gut microbiome.

### *MiR-204* mediates HFD-induced endothelial dysfunction

We then asked whether vascular *miR-204* plays a causative role in endothelial dysfunction and vascular inflammation secondary to HFD feeding. Locked nucleic acid anti-*miR-204* was systemically delivered with osmotic mini-pumps for the final 6 weeks of the 8-week HFD feeding period, resulting in robust suppression of *miR-204* in mouse aortas (Fig. 4a; Supplementary Fig. 9a), but no change in weight gain, fat mass or blood glucose (Supplementary Fig. 9b–d). *In vivo* delivery of anti-*miR-204* prevented HFD-triggered downregulation of aortic Sirt1 (Fig. 4b) and HFD-induced decline of endothelium-dependent vasorelaxation (Fig. 4c) and bioavailable NO (Fig. 4d). In addition, HFD-induced vascular inflammation, as assessed by aortic macrophage content, was reduced in mice receiving anti-*miR-204* (Fig. 4e,f). Thus, *miR-204* mediates impaired endothelial function and vascular inflammation secondary to a HFD.

Systemic delivery of *miR-204* inhibitor may affect expression of non-vascular *miR-204* targets. We therefore examined the effect of *miR-204* inhibition on isolated aortas. *Ex vivo* inhibition of *miR-204* with anti-*miR-204* in aortas of mice subjected to HFD feeding improved endothelium-dependent vasorelaxation (Fig. 4j), indicating that the extravascular effects of *miR-204* inhibition do not play a major role in improving vascular endothelial function.

### *MiR-204* acts primarily via endothelial Sirt1

Because microbiome-dependent changes in vascular *miR-204* and Sirt1 expression were not limited to the endothelium (Figs 2a–g and 3a–f), we more carefully gauged the role of endothelial Sirt1 in improving endothelial function rendered by *miR-204* inhibition. Lack of endothelial Sirt1 (*eSirt1*^*−/−*^ mice) did not completely negate the effect of *miR-204* inhibition on HFD-induced endothelial dysfunction, despite a marked decrease in aortic *miR-204* (Fig. 4g,h). However, comparison of overall impairment of endothelium-dependent vasorelaxation in wild-type and *eSirt1*^*−/−*^ mice indicated that the absence of endothelial Sirt1 significantly diminishes the beneficial impact of *miR-204* inhibition on vascular endothelial function (Fig. 4i). Thus, endothelial Sirt1 is a key but not the only target of *miR-204* in HFD-induced endothelial dysfunction. Given the finding that neither antibiotics nor *miR-204* inhibition impacted endothelium-independent vasorelaxation (Supplementary Fig. 12), it is likely that targets of miR-204, other than *Sirt1*, that are partly responsible for *miR-204*-mediated endothelial dysfunction with HFD feeding are also expressed in the endothelium.

### Microbiome-dependent serum factor(s) regulate *miR-204*

Remote regulation of endothelium-dependent vasorelaxation by the microbiome suggests the presence of second messenger(s) in the systemic circulation that govern expression of vascular *miR-204* and Sirt1. Supporting this line of thought, endothelial cells incubated with serum from mice in which the gut microbiome was suppressed with antibiotics showed decreased *miR-204* and *Trpm3*, and increased Sirt1, expression (Supplementary Fig. 10a–c). In contrast, serum from mice in which the microbiome was repopulated by discontinuation of antibiotics did not downregulate *miR-204* in endothelial cells (Supplementary Fig. 10d). In addition, serum from antibiotic-treated mice led to the increase in endothelial Stat3 signalling (Supplementary Fig. 10a).

The effect of the microbiome on atherosclerosis, glucose homeostasis and adiposity has been attributed, in part, to circulating metabolites such as trimethylamine-oxide and short-chain fatty acids (SCFAs) produced by gut bacteria^2^,^3^,^4^,^5^,^7^,^20^. The receptors for SCFAs, including Gpr41 and 43, and Olfr78, are expressed in the vasculature such as the aorta^21^, renal arteries^21^ and myometrial arteries^22^. We tested whether SCFAs serve as second messengers responsible for the effect of the microbiome on aortic *miR-204* and Sirt1 expression, and endothelial function. Supplementation of drinking water with acetate and butyrate, two SCFAs produced by gut bacteria, did not negate the effect of antibiotics on aortic *miR-204* expression and endothelium-dependent vasorelaxation (Supplementary Fig. 11a,b). In addition, a mixture of SCFAs did not decrease Sirt1 in endothelial or smooth muscle cells *in vitro* (Supplementary Fig. 11c,d). The lack of effect of SCFAs suggests that they are not responsible for the communication between the gut microbiome and vascular *miR-204*.

In summary, these findings identify a gut–vascular axis in which microbes remotely upregulate *miR-204* expression in the vessel wall. Among the genes targeted by *miR-204* in the vascular wall is *Sirt1*, downregulation of which promotes endothelial dysfunction (Fig. 5). In addition, this work demonstrates that nutritional stress in the form of a western diet negatively impacts the endothelium via this same gut–vascular axis. Although the data do not identify the mediator(s) responsible for this remote communication between the gut and the vasculature, they do suggest that these messengers are in the systemic circulation, and regulate endothelial *miR-204* expression through the Stat3 transcriptional program. It is important to acknowledge that while orally administered antibiotics led to a striking diminution of the gut flora, because a fraction of these antibiotics may be systemically absorbed, their effect on vascular *miR-204*/Sirt1 expression and endothelial function could also be due to their impact on the composition of the microbiome in niches other than the gut. Finally, given that microbiome-dependent expression of *Sirt1* was not limited to the vasculature, and *miR-204* was not the only microRNA differentially regulated in the vasculature in germ-free conditions, these findings may provide a broader paradigm for microRNA-mediated regulation of organ physiology and pathophysiology by the microbiome.

## Methods

### Animals

All animal experiments were approved by Institutional Animal Care and Use Committee and were carried out according to National Institutes of Health (NIH) guidelines. Male GFM and PFM (Swiss-Webster, age 10 weeks) were procured from Taconic, New York, USA. All other studies were performed in C57BL/6, *Sirt1*^*fl/fl*^, *VE-Cadherin-Cre* and endothelium-specific *Sirt1* knockout (*eSirt1*^*−/−*^) mice (age 10–12 weeks). *eSirt1*^*−/−*^ mice were generated by crossing *Sirt1*^*fl/fl*^ mice with VE-Cadherin-Cre mice. Mice were given either normal pellet diet (NPD) or HFD. HFD is an adjusted calorie diet that provides 42% calories from fat (TD.88137, Harlan). To suppress the gut flora, mice were removed from the colony, housed separately and were given water supplemented with a cocktail of broad-spectrum antibiotics (metronidazole—1 g l^*−*1^, ampicillin—1 g l^*−*1^, neomycin—1 g l^*−*1^ and vancomycin—0.5 g l^*−*1^) for a period of 6 weeks. To repopulate antibiotic-treated mice with microbiota, antibiotic water was replaced with normal water and mice were co-housed with their former littermates for a period of 2–3 weeks. Mice were maintained in specific pathogen-free conditions at the central animal facility of the University of Iowa. The mice receiving cocktail of broad-spectrum antibiotics were monitored for weight loss, diarrhoea and signs of discomfort. Suppression of gut microbiota was confirmed by 16S RNA gene analysis. SCFAs (acetate 90 mM; butyrate 60 mM) were added to drinking water. These concentrations were based on the published work^23^. Control mice received sodium-matched water. For *in vivo* infusion of locked nucleic acid microRNA inhibitor, ALZET 2006 osmotic pups containing oligonucleotides (scrambled control or *miR-204* inhibitor (*miR-204-I*)) were aseptically implanted in C57BL/6 or *eSirt1*^*−/−*^mice kept on either NPD or HFD. Mini-osmotic pumps were designed to deliver oligonucleotides at the rate of 0.15 μl h^*−*1^, and each mouse received oligonucleotides at a dose of ∼0.7 mg kg^*−*1^ per day for a period of 6 weeks.

### Reagents

MicroRNA cDNA preparation kit and primers were purchased from Quanta Biosciences Inc., Gaithersburg, MD, USA. Sirt1 (Thermo Scientific-PA5-23-063, Santa Cruz Biotechnology-sc-15404), Gapdh (Trevigen-2275-PC), eNOS (BD Transduction Laboratories-610297), Stat3 (Cell Signalling Technology-4904), phospho- (Tyr-705)-Stat3 (Cell Signalling Technology-9145), F4/80 (abcam-ab6640) antibodies were used.

### RNA isolation and RT–qPCR

RNA was isolated using Qiazole/Trizole as per the manufacturer's instructions. MicroRNAs were converted to cDNA using the qScriptTM microRNA cDNA synthesis kit (Quanta Biosciences). Real-time qPCR was performed using Brilliant II SYBR Green RT–qPCR kit. *MiR-29b*, actin (beta), *Rnu6* or *Snord47* was used as internal controls. qPCR with reverse transcription (RT–qPCR) of *Sirt1*, *Trpm3* and *Gapdh* were performed using the Brilliant II SYBR Green RT–qPCR kit. *Gapdh* was used as an internal control. Primer sequences are provided in Supplementary Table 1.

### NanoString nCounter assay and selection of internal control for qPCR

Total aortic RNA was used as input for the nCounter reactions and was performed according to the manufacturer's instructions. In brief, a unique oligonucleotide was tagged to the microRNAs for the specific and sensitive detection by nCounter analysis system. The system is based on target-specific probe pairs that are hybridized to sample in solution. A reporter probe carries the fluorescent signal, while capture probe allows the complex to be immobilized for data collection. The protocol does not involve any amplification steps. 

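In the deposited table, 620 probes comprise 566 for mouse microRNAs, some of which detect more than 1 microRNA so that they name 577, 33 viral and 3 non-mammalian microRNAs, 8 negative controls, 6 positive controls and 4 mRNAs. Between 132 and 185 of the mouse probes were above background in a lane. No viral or non-mammalian probe was above the mean plus 2 SD of the negative controls in all 3 lanes of a group, and 1, mghv-miR-M1-5, was at the mean plus 1 SD. By the filter used for the mouse probes, at least 3 of 6 lanes, mghv-miR-M1-5 also passed, with 4 lanes. The factors computed from the 6 positive controls ran from 0.782 to 1.26 between lanes.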

The panel was designed to screen 578 mouse microRNAs, 33 viral microRNAs, 3 non-mammalian miRNAs, 8 negative controls and a dilution series of 6 positive controls. nCounter data were normalized for lane-to-lane variation by six dilution series spike positive controls. Global microRNA expression was used to normalize individual microRNA expression. Heat map for expression of microRNAs was prepared using GenePattern (http://genepattern.broadinstitute.org/gp/pages/index.jsf). In the absence of universally accepted internal control for normalization of aortic microRNA expression analysis by qPCR, we identified a microRNA that best resembles global microRNA expression as previously described^24^ with some modifications. In brief, to select the microRNA most suitable as a normalization control, the pattern of microRNA expression in PFM and GFM mice normalized with (i) candidate microRNAs and (ii) commonly used normalization mRNAs (*Actb (β-actin*), B2m *(β-2-microglobulin*) and *Gapdh*) was determined and compared with expression pattern as achieved with normalization with global microRNA expression. The data were clustered by pairwise complete linkage based on Pearson correlation using GenePattern (http://genepattern.broadinstitute.org/gp/pages/index.jsf). The normalization of microRNAs by *miR-29b* was found to best resemble the expression profile as achieved with normalization using global microRNA expression, followed by *miR-29c*, *β-actin* and *Gapdh* (Supplementary Fig. 2a), and thus *miR-29b* was used as an internal control for qPCR experiments in aortic samples. 

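Across the 6 aortas, the log2 ratio of miR-29c to the global microRNA total varied least of 14 candidate controls (SD 0.03), followed by miR-29b (SD 0.05) and let-7g (SD 0.06). Normalized by each control and compared with normalization by global expression, over microRNA and aorta values centred per microRNA, the profiles had a Pearson r of 0.995 for miR-29c, 0.984 for miR-29b and 0.980 for let-7g. This r is across values of many microRNAs, which are not independent replicates, and no test was made. The compared profiles differ by the control's ratio to the total in each lane, so r largely follows the SD. The mRNAs varied more, with an SD of 0.20 for Actb (r = 0.775), 0.19 for B2m (r = 0.770), 0.19 for Rpl19 (r = 0.803) and 0.28 for Gapdh (r = 0.635). By SD Gapdh ranked last, except without the third GFM aorta, where it ranked 4 of 14, and by r it ranked 13 with background subtracted. When the total left out the 3 most abundant microRNAs, let-7g varied least and the SD of miR-29b was 0.08.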

To ascertain change in the expression and to validate selection of internal control for qPCR, a single microRNA (*miR-204*) was normalized by another common housekeeping gene beta-actin, and the expression of multiple microRNAs was normalized with *miR-29b*, to see if the pattern observed with nCounter assay remains the same (Supplementary Fig. 2b–e).

### Target gene prediction

MicroRNA-SVR is an algorithm that ranks microRNA–mRNA target sites interaction (SVR score). Lower SVR score indicates stronger interaction between a microRNA and mRNA target site^25^. Differentially regulated microRNAs in GFM were examined for their target genes based on the SVR score (www.microRNA.org, the data are available as tab delimited files). SVR scores of each microRNA for every targeted gene were tabulated at different binding strengths (threshold SVR score <−0.5, <−0.7 and <−0.9), and number of microRNAs targeting a specific gene was determined. Several microRNAs targeting a specific gene were predicted to be differentially regulated.

### *In vitro* and *ex vivo* transfection of oligonucleotides

Oligonucleotides were incubated with Lipofectamine2000 (Invitrogen) at room temperature for 20 min before adding to cells in OPTI-MEM (Invitrogen). Four hours later, the medium was replaced by fresh medium and cells were cultured for an additional specified period of time (24–72 h). *Ex vivo* transfection of oligonucleotides into mouse thoracic aorta was performed using Oligofectamine (InVitrogen). Oligos were incubated with Oligofectamine at room temperature for 20 min before adding to aortas in OPTI-MEM (InVitrogen). The aorta was kept in transfection mixture overnight. The sequence of oligonucleotides used in study is provided in Supplementary Table 1.

### Luciferase reporter assay

The pRL-CMV and Luciferase-Sirt1-3′-UTR plasmids were transfected in the human umbilical vein endothelial cells (HUVECs) with scrambled microRNA or *miR-204* mimic (20 pM). Lipofectamine 2000 was used as a transfection agent. The luciferase-to-renilla ratio was calculated to normalize for variations in transfection efficiencies.

### *Ex vivo* adenoviral infections

Gene transfer was achieved *ex vivo* by incubating aortas from mice with 5 × 10^8^ p.f.u. of the appropriate adenoviral stock at 37 °C for 24 h before recording vascular reactivity. For *in vitro* infections of HUVECs, 100 multiplicity of infection was used. The viruses used were (i) Ad*LacZ* coding for *Escherichia coli* LacZ, (ii) Ad*Sirt1* coding for Sirt1 and (iii) Ad-DN*Stat3* coding for non-phosphorylatable dominant-negative Stat3.

### Vascular reactivity

Thoracic aortas of mice were used. The animals were rapidly killed by CO_2_ inhalation. The aorta was carefully dissected, rapidly removed and placed in ice-cold oxygenated Krebs-Ringer bicarbonate solution. The vessel was carefully cleared of loose connective tissue and cut into 5–10 1.5 mm rings. A single ring from each mouse was suspended between two wire stirrups (150 μm) in a12.5- ml organ chambers of myograph system (DMT Instruments, FL, USA) in 6 ml Krebs-Ringer (95% O_2_–5% CO_2_, pH 7.4, 37 °C). One stirrup was connected to a three-dimensional micromanipulator, and the other to a force transducer. The mechanical force signal was amplified, digitalized and recorded (PowerLab 8/30). All concentration–effect curves were performed on arterial rings beginning at their optimum resting tone. This was determined by stretching arterial rings at 10 min intervals in increments of 100 mg to reach optimal tone (∼500 mg). One dose of KCl (60 mM) was administered to verify vascular smooth muscle viability. Vascular NO bioavailability was determined as the difference in cumulative dose–response curve for phenylephrine (PE; 10^*−*9^–10^*−*5^ M) in the absence or presence of the NO synthase inhibitor L-NAME. Data are presented as per cent change to the maximum contraction induced by PE (10^*−*5^ M). Endothelium-dependent and -independent vasorelaxation was determined by generating dose–response curves to acetylcholine (10^*−*9^–10^*−*5^ M) and sodium nitroprusside (10^*−*9^–10^*−*5^ M), respectively, on PE (10^*−*6^ M)-induced pre-contracted vessels. Vasorelaxation evoked by acetylcholine and sodium nitroprusside was expressed as per cent relaxation, determined by calculating the percentage of inhibition to the pre-constricted tension. Aortic rings not responding to initial dose of KCL or showing auto-relaxation were excluded. Per cent impairment in acetylcholine-induced vascular relaxation was determined by measuring the difference between the mean area under the curve for the NPD-scrambled control group and that of the test groups.

### NO_*x*_ (nitrate/nitrite) measurement

Aortic rings were carefully isolated and immediately frozen. Aorta (5–7 mm) was used for the nitrate/nitrite assay and was performed as per the manufacturer's instructions (Cayman-780001, Ann Arbor, MI, USA).

### Immunoblotting

Protein samples were resolved on 10–12% SDS–polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes. Antigen–primary antibody complexes were incubated with horseradish peroxidase-conjugated secondary antibodies and visualized by western blotting luminol reagent (Thermo, USA). Images were captured and quantified using the Image Lab (BioRad, USA) software, and intensity values were normalized to Gapdh. Uncropped blots are shown in Supplementary Fig. 13.

### Histological processing and immunostaining

Sections (5 μm) of formalin-fixed paraffin-embedded tissues were heated (95 °C, 20 min) in citrate buffer (10 mM) for antigen retrieval, followed by incubation with primary antibodies. The working concentration for the primary antibodies were as follows; Sirt1; 1: 200, p-Stat3; 1: 100, vWF; 1:200, anti-f4/80; 1:200. Antigen–primary antibody complexes were probed with polyvalent biotinylated goat anti-rabbit secondary antibody and streptavidin–horseradish peroxidase system to amplify the signals, followed by detection with diaminobenzidine as a chromogen. Slides were counterstained with haematoxylin, dehydrated with alcohols and xylene, and mounted in DPX. Alternatively, antigen–primary antibody complexes were probed with fluorescence-tagged secondary antibodies. Aortic root cryosections (20 μM) were examined for anti-F4/80 staining using goat anti-rat secondary antibody and detection with diaminobenzidine. Images were captured using Zeiss confocal microscope (Model 710). Total aortic Sirt1 expression was determined by measuring fluorescence intensity using the ImageJ software. To examine the change in endothelial expression of Sirt1, endothelial cells were cropped from the images based on the vWF staining using the Photoshop CC software, and the intensity was determined using the ImageJ software.

### *In situ* hybridization

Deparaffinized and rehydrated aortic sections (6 μm) were treated with proteinase K (10 μg ml^−1^, 5 min, 37 °C). Sections were dehydrated using ethyl alcohol and incubated with pre-hybridization buffer, followed by hybridization mixture containing either double digoxigenin(DIG)-tagged *miR-204-5p* probe or DIG-tagged scrambled probe (36 h, 57 °C). Sections were washed with sodium saline citrate and probed with either Dylight 594-labelled anti-DIG goat antibody (working concentration; 1:500, Vector Laboratories, Burlingame, CA, USA) or alkaline phosphatase-conjugated anti-DIG FAB (fragment, antigen-binding) (18 h, 4 °C). Following alkaline phosphatase-conjugated FAB binding, BCIP/NBT (5-bromo-4-chloro-3′-indolylphosphate/nitro-blue tetrazolium) was used as a chromogen. Slides were counterstained with either Nuclear Fast Red or 4,6-diamidino-2-phenylindole and dehydrated with alcohol and mounted in DPX. Images were captured by charge-coupled device camera attached to the Zeiss microscope (Model BX61). For quantification, slides were counterstained with 4,6-diamidino-2-phenylindole. Six images originating from at least two aortic rings were used for the quantification. The blue–purple colour range was selected using the Photoshop CS6, converted to grey and quantified using the Image J software. Sequence of *miR-204-5p* double DIG-tagged probe is provided in Supplementary Table 1.

### Cell culture

HUVECs (Cat# CC-2519) were purchased from Clonetics (San Diego, CA USA) and cultured in growth factor- and fetal bovine serum-supplemented EGM-2 (Lonza, Walkersville, MD, USA). To examine the effects of mouse serum, 2% fetal bovine serum in EGM-2 was replaced with pooled serum from the specific group of mice.

### Statistical analysis

To determine sample sizes, power analysis was carried out using preliminary data sets. Considering the independent sample *t*-test, a sample size of 5 achieved >90% power for studies involving gene and protein expression. However, for vascular reactivity experiments, a sample size of 10 achieved >95% power to reject null hypothesis at the significance level of 0.05. All the data meet assumptions of the statistical test and different groups had similar variance. We performed all statistical analysis with SPSS (Version 17.0) unless specified. Significance of difference between two groups was evaluated using independent sample *t*-test. Results were considered significant if *P* values were ≤0.05.

### Data availability

Microarray data were deposited in the Gene Expression Omnibus database (Accession code GSE64630). The authors declare that the data supporting the findings of this study are available within the article and from the authors on request.

## Additional information

**How to cite this article:** Vikram, A. *et al.* Vascular *microRNA-204* is remotely governed by the microbiome and impairs endothelium-dependent vasorelaxation by downregulating Sirtuin1. *Nat. Commun.* 7:12565 doi: 10.1038/ncomms12565 (2016).

## Supplementary Material

Supplementary Information Supplementary figures 1-13, Supplementary table 1

## Figures and Tables

**Figure 1:**
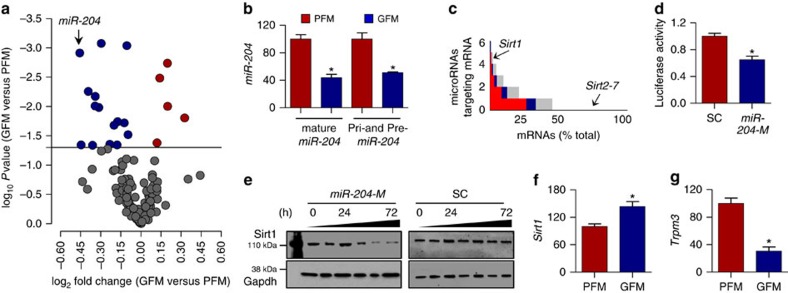
*MiR-204* is downregulated and *Sirt1* is upregulated in aortas of GFM. (**a**) Volcano plot of differentially expressed microRNAs in aortas of germ-free mice (GFM). Difference in the expression of aortic microRNAs between GFM and pathogen-free mice (PFM) is plotted on the *x* axis (log_2_ scale), and significance is plotted on the *y* axis (log_10_ scale). Upregulated or downregulated microRNAs are indicated in red and blue, respectively. *n*=3 mice for each microRNA. (**b**) Decreased mature and precursor *miR-204* expression in aortas of GFM by qPCR (shown as % of PFM). *n*=4 for each group, *P<0.05 versus PFM. (**c**) *In silico* analysis of mRNAs targeted by microRNAs that were downregulated by nCounter assay in aortas of GFM. Number of downregulated microRNAs targeting a specific mRNA is shown on the *y* axis and % of total mRNA is shown on the *x* axis. MicroRNA-SVR score is colour-coded with threshold<−0.50 in grey, <−0.75 in blue and<−0.90 in red. Lower SVR score indicates stronger predicted microRNA–mRNA interaction. *Sirt1* is targeted by microRNAs downregulated in GFM aortas, and based on the number of microRNAs targeting a specific gene it was predicted to be in top 0.5% of putatively regulated genes. (**d**) *MiR-204* mimic (*miR-204-M*) decreases *Sirt1* 3′-UTR luciferase reporter activity. SC, scrambled control microRNA. *P<0.05 versus SC, *n*=5 independent experiments. (**e**) *MiR-204-M* (20 nM) decreases Sirt1 expression in human umbilical vein endothelial cells (HUVECs) in a time-dependent manner. Representative of three independent experiments is shown. (**f**,**g**) Increased *Sirt1* (**f**) and decreased *Trpm3* (**g**) mRNA expression in aortas of GFM (shown as % of PFM). *n*=4 for each group, *P<0.05 versus PFM. Independent sample *t*-test was used. Data shown as mean and error bar represents s.e.m.

**Figure 2:**
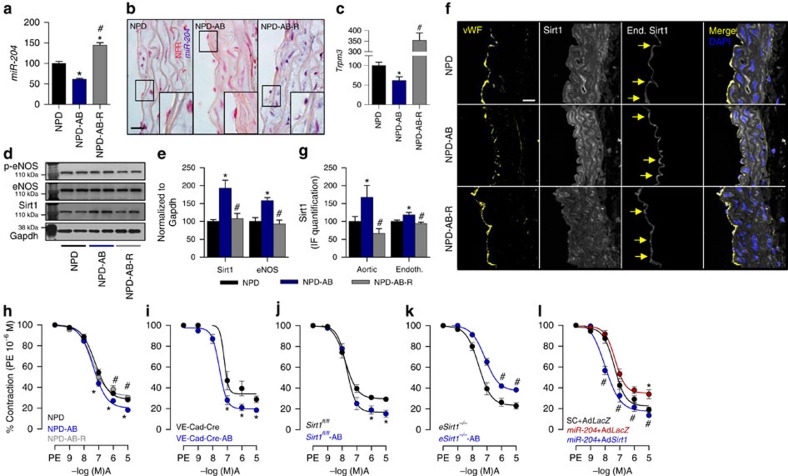
Antibiotics improve vasorelaxation via endothelial Sirt1. (**a**–**c**) Gut microbiota suppression in mice with broad-spectrum antibiotics downregulates aortic *miR-204* (**a**: qPCR; **b**: *in situ* hybridization at × 100 magnification with *miR-204* shown in purple with red nuclear counterstain, Scale bar; 20 μm) and *Trpm3* (**c**). All data are shown as % of NPD. *n*=6 for NPD and NPD-AB, *n*=4 for NPD-AB-R. *P<0.05 versus NPD, ^#^*P*<0.05 versus NPD-AB. (**d**,**e**) Gut microbiome suppression in mice with broad-spectrum antibiotics upregulates aortic Sirt1 and eNOS expression. All data are shown as % of NPD. *n*=3 for NPD and NPD-AB, *n*=4 for NPD-AB-R. *P<0.05 versus NPD, ^#^*P*<0.05 versus NPD-AB. (**f**) Immunofluorescence of mouse aortic sections showing upregulation of total aortic and endothelial Sirt1 expression with antibiotics (magnification × 63, Scale bar; 20 μm). (**g**) Quantification of total aortic (*n*=4 sections) and endothelial (*n*=15 endothelial cells) Sirt1 immunostaining in **f**. (**h**,**i**) Gut microbiota suppression in mice with antibiotics improves endothelium-dependent vasorelaxation in wild-type C57Bl/6 (**h**), *VE-Cad-Cre* (**i**) and *Sirt1*^*fl/fl*^ (**j**) mice. NPD: *n*=10, NPD-AB: *n*=10, NPD-AB-R: *n*=8. *P<0.05 versus NPD, ^#^*P*<0.05 versus NPD-AB. *Sirt1*^*fl/fl*^: *n*=10, *Sirt1*^*fl/fl*^-AB: *n*=20; *P<0.05 versus *Sirt1*^*fl/fl*^. *VE-Cad-Cre*: *n*=5, *VE-Cad-Cre*-AB: *n*=9, *P<0.05 versus *VE-Cad-Cre*. (**k**) Gut microbiome suppression with antibiotics does not improve aortic endothelium-dependent vasorelaxation in *eSirt*^*−/−*^ mice. *eSirt1*^*−*/*−*^: *n*=14, *eSirt1*^*−*/*−*^AB: *n*=15. ^#^*P*<0.05 versus *eSirt1*^*−/−*^. (**l**) Adenovirus-mediated overexpression of *Sirt1* lacking 3′-UTR rescues *miR-204* mimic-induced impairment of endothelium-dependent vasorelaxation *ex vivo.* SC-Ad*LacZ*: *n*=5; *miR-204*-Ad*LacZ*: *n*=6; *miR-204*-Ad*Sirt1*: *n*=6. Ad*LacZ*, control adenovirus-expressing *E. coli LacZ*; Ad*Sirt1*, adenovirus-expressing *Sirt1*; SC, scrambled control microRNA. *P<0.05 versus SC-AdLacZ, ^#^*P*<0.05 versus *miR-204*-Ad*LacZ*. A, acetylcholine; AB, antibiotics; *eSirt1*^*−/−*^, mice conditionally lacking endothelial Sirt1; IF, immunofluorescence; NFR, nuclear fast red; NPD, normal pellet diet; PE, phenylephrine; R, stoppage of antibiotics and recolonization; *Sirt1*^*fl/fl*^, control Sirt1 floxed mice. *n* represents the number of aortic rings in **h**–**l**. Independent sample *t*-test was used. Data shown as mean and error bar represents s.e.m.

**Figure 3:**
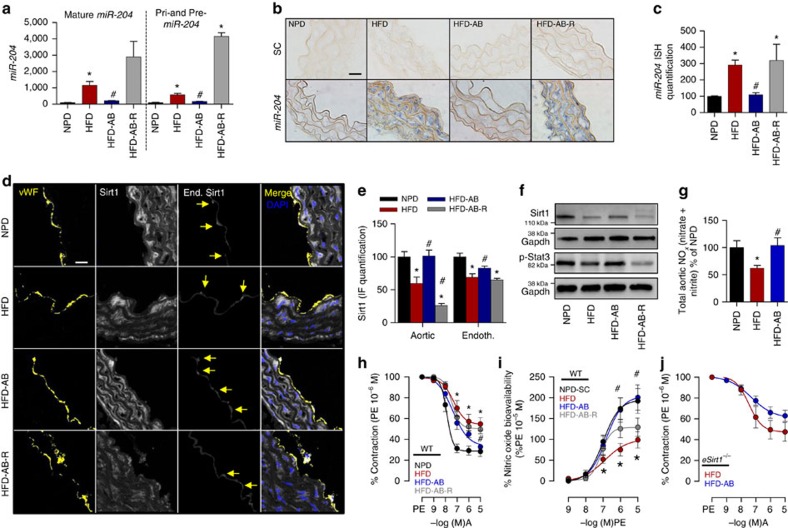
Antibiotics rescue endothelial Stat3 and Sirt1 in high-fat diet-induced vascular dysfunction. (**a**–**c**) Suppression of gut microbiota with broad-spectrum antibiotics inhibits HFD-induced aortic *miR-204*. (**a**) qPCR for mature and precursor *miR-204* in mouse aortas. *n*=4 for NPD and HFD-AB-R, *n*=6 for HFD and HFD-AB. (**b**) *In situ* hybridization for *miR-204* in mouse aortas (blue, magnification × 100, Scale bar; 20 μm). (**c**) Quantification of miR-204 in **b**. *n*=5 images from different regions of aortic sections. (**d**–**f**) Suppression of gut microbiome with antibiotics prevents HFD-induced downregulation of aortic Sirt1 and Stat3 signalling. (**d**) Immunofluorescence for Sirt1 in mouse aortic sections (magnification × 63, Scale bar; 20 μm). (**e**) Quantification of total aortic (*n*=4 sections) and endothelial (*n*=15 endothelial cells) Sirt1 immunostaining in **d**. (**f**) Western blot for Sirt1 and phospho-Stat3 in mouse aortas. Immunoblots were done with pooled aortic samples; *n*=4 for NPD and HFD-AB-R and *n*=6 for HFD and HFD-AB. (**g**) Suppression of gut microbiome rescues HFD-induced decrease in total aortic NO_*x*_ [nitrate+nitrite]. NPD: *n*=9, HFD: *n*=6, HFD-AB: *n*=6. (**h**,**i**) Suppression of gut microbiota rescues HFD-induced reduction of endothelium-dependent vasorelaxation and nitric oxide bioavailability. NPD: *n*=10, HFD: *n*=12, HFD-AB: *n*=10, HFD-AB-R: *n*=10. (**j**) Suppression of gut microbiota does not rescue HFD-induced impairment of endothelium-dependent vasorelaxation in *eSirt1*^*−/−*^ mice. *eSirt1*^*−/−*^ HFD: *n*=6, *eSirt1*^*−/−*^HFD-AB: *n*=12. *P<0.05 versus NPD. ^#^*P*<0.05 versus HFD. A, acetylcholine; AB, antibiotics; *eSirt1*^*−/−*^, mice conditionally lacking endothelial Sirt1; HFD, high-fat diet; NPD, normal pellet diet; PE, phenylephrine; R, stoppage of antibiotics and recolonization. *n* represents the number of aortic rings in **h**–**j**. IF, immunofluorescence. Independent sample *t*-test was used. Data shown as mean and error bar represents s.e.m.

**Figure 4:**
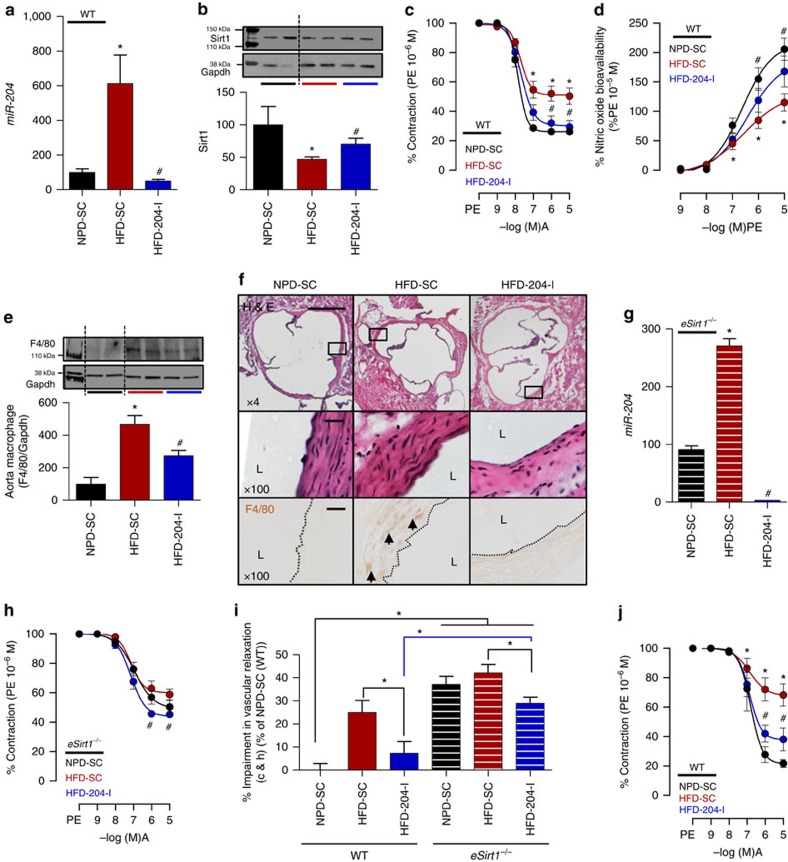
*MiR-204* mediates high-fat diet-induced vascular dysfunction and inflammation. (**a**) Systemic delivery of *miR-204* inhibitor in HFD-fed mice (**a**) prevents upregulation of aortic *miR-204*, (**b**) downregulation of aortic Sirt1 and (**c**,**d**) rescues endothelium-dependent vasorelaxation and bioavailable vascular NO. *n*=4 for NPD-SC, *n*=6 for HFD-SC and HFD-204-I in **a**; *n*=4 for NPD-SC, *n*=6 for HFD-SC and HFD-204-I in **b**; NPD-SC: *n*=15, HFD-SC: *n*=16, HFD-204-I: *n*=18 in **c**,**d**. *n* represents number of aortic rings. (**e**,**f**) Systemic *in vivo* delivery of *miR-204* inhibitor suppresses HFD-induced vascular inflammation. Expression of macrophage marker f4/80 was assessed by immunoblot in aorta (**e**) and by immunohistochemistry (**f**) in aortic roots of mice (magnification × 4 or × 100; scale bars, 500 μm (× 4), 20 μm (× 100)). Adjacent sections of aortic root sections were stained with haematoxylin and eosin (magnification × 4 and 100). *n*=4 for NPD-SC, *n*=6 for HFD-SC and HFD-204-I, *P<0.05 versus NPD-SC. ^#^*P*<0.05 versus HFD-SC. HFD, high-fat diet; NPD, normal pellet diet; SC, scrambled control microRNA; 204-I, miR-204 inhibitor. (**g**–**i**) Inhibition of *miR-204* with HFD feeding improves endothelium-dependent vasorelaxation to a lesser degree in *eSirt1*^*−/−*^ mice compared with wild-type mice. (**g**) Aortic expression of *miR-204* in *eSirt1*^*−/−*^ mice with HFD and with *miR-204* inhibitor infusion. RT–PCR was done with pooled aortic samples. (**h**) Systemic delivery of *miR-204* inhibitor partially improves endothelium-dependent vasorelaxation induced in *eSirt1*^*−/−*^ mice on HFD. *n* represents the number of aortic rings. NPD-SC: *n*=13, HFD-SC: *n*=12, HFD-204-I: *n*=9. (**i**) Per cent impairment in endothelium-dependent vascular relaxation in **c**,**h**. (**j**) *Ex vivo* inhibition of *miR-204* rescues HFD-induced impairment of endothelium-dependent vasorelaxation. *n* represents the number of aortic rings. NPD-SC: *n*=5, HFD-SC: *n*=10, HFD-204-I: *n*=10, *P<0.05 versus NPD-SC. ^#^*P*<0.05 versus HFD-SC. A, acetylcholine; *eSirt1*^*−/−*^, mice conditionally lacking endothelial *Sirt1*; HFD, high-fat diet; L, lumen; NPD, normal pellet diet; PE, phenylephrine. Independent sample *t*-test was used. Data shown as mean and error bar represents s.e.m.

**Figure 5:**
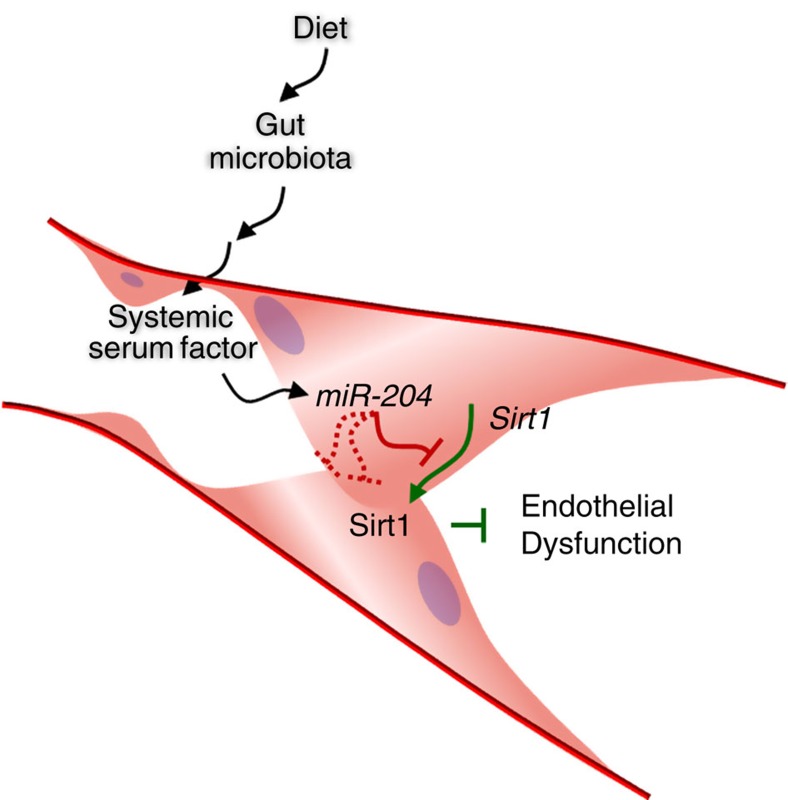
Remote regulation of vascular endothelial function by the microbiome. Gut microbiota-regulated second messengers in the systemic circulation induce vascular *miR-204* expression which, in turn, promotes endothelial dysfunction by targeting Sirt1.

# Supplementary material for: Vascular microRNA-204 is remotely governed by the microbiome and impairs endothelium-dependent vasorelaxation by downregulating Sirtuin1
**Source:** Nat Commun. 2016 Sep 2;7:12565. doi: 10.1038/ncomms12565
**Supplement:** Supplementary Information — Supplementary figures 1-13, Supplementary table 1

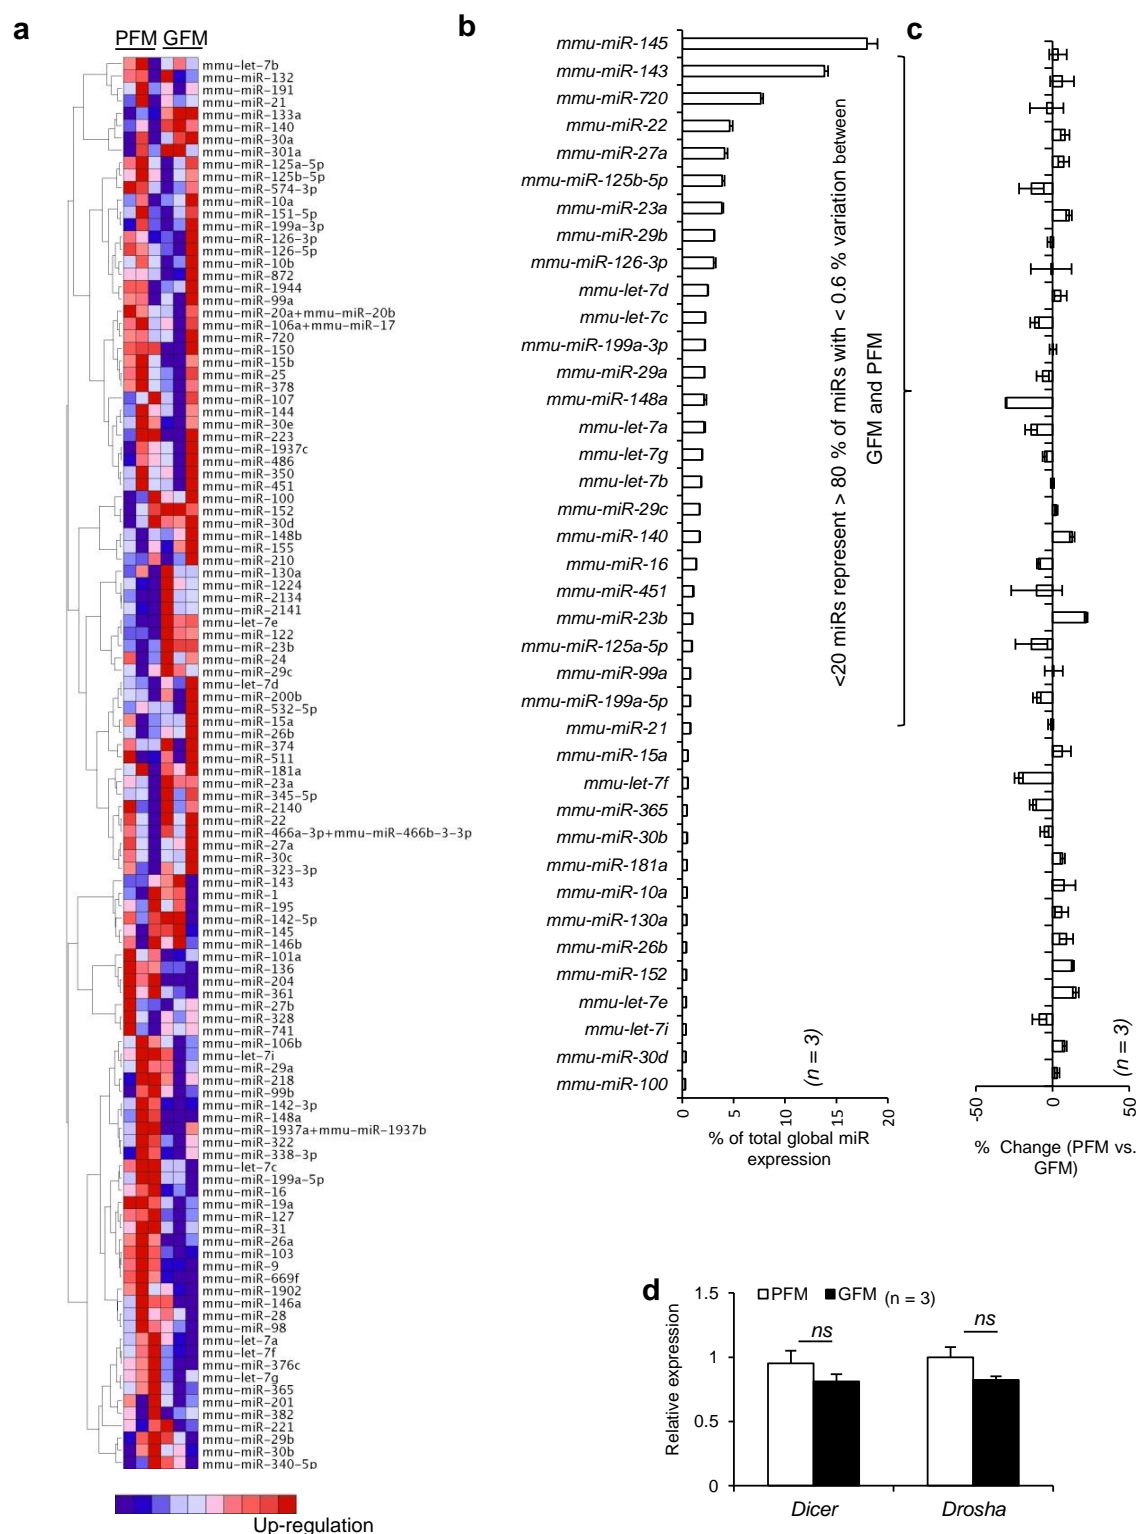

Supplementary Fig. 1. Aortic microRNAs are differentially expressed in PFM v. GFM. (a) Heat map of differentially regulated microRNAs in aortas of PFM and GFM. Each column represents one mouse. $n = 3$ in each group. (b) Percent expression of most abundant microRNAs in aortas of PFM. $n = 3$ for each microRNA. (c) Percent change in expression of most abundant microRNAs in aortas of GFM compared to PFM. $n = 3$ for each microRNA. (d) Relative expression of Dicer and Drosha in aortas of GFM and PFM. $n = 3$ for each group. *ns*: not significant by independent sample t-test. Data shown as mean and error bar represents s.e.m.

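In aortas of PFM miR-145 made up 17.5% ± 1.77 (SD, n = 3) of the global microRNA total and miR-143 13.5% ± 0.649 (SD, n = 3), both transcribed in smooth muscle cells from a common cluster. MiR-720 followed with 7.46% ± 0.364 (SD, n = 3), miR-22 with 4.51% ± 0.477 (SD, n = 3) and miR-27a with 4.01% ± 0.487 (SD, n = 3). The next were miR-125b-5p with 3.81% ± 0.370 (SD, n = 3), miR-23a with 3.75% ± 0.273 (SD, n = 3) and miR-29b with 3.02% ± 0.118 (SD, n = 3), and let-7d made up 2.43% ± 0.0470 (SD, n = 3). The endothelial miR-126-3p made up 2.98% ± 0.335 (SD, n = 3). The 26 most abundant microRNAs made up 87.0% of the total in PFM and 87.2% in GFM, and the 19 most abundant 80.6% in PFM.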

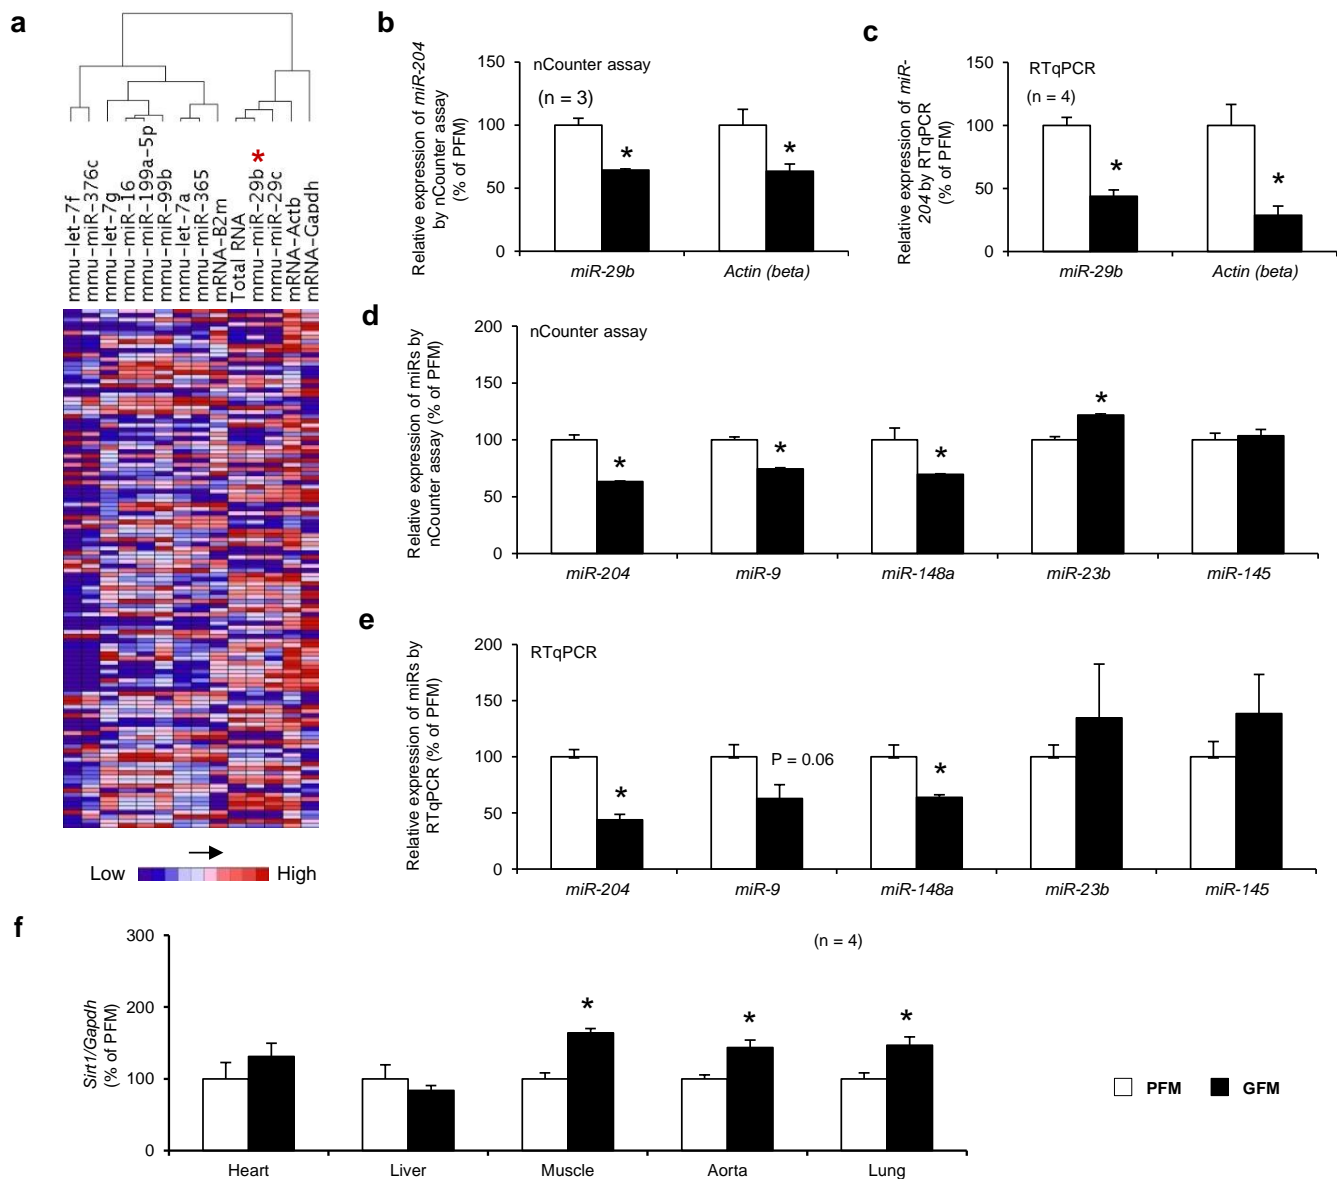

Supplementary Fig. 2. *MiR-204* is downregulated in aortas of GFM. (a) Heat map of nCounter array showing microRNA expression pattern normalized to candidate microRNAs, commonly used control mRNAs, and global microRNA expression (mmu-T-microRNAs). Each row represents a microRNA. Data were clustered by pairwise complete linkage based on Pearson correlation. Data shows that using *miR-29b* (red asterisk) as the internal normalization control produced a microRNA expression profile that most closely resembled the expression profile when using global microRNA (Total miRNA) as the normalization control. (b-c) *miR-204* expression measured by nCounter array (b) and qPCR (c) in aortas of GFM and PFM, normalized to *microRNA-29b* and β -Actin as internal controls. *p < 0.05 vs. PFM. (d) Expression of *miR-204*, *miR-9*, *miR-148a*, *miR-23b* and *miR-145* measured by nCounter assay in aortas of GFM and PFM normalized to global miRNA. (e) Expression of *miR-204*, *miR-9*, *miR-148a*, *miR-23b* and *miR-145* by qPCR in aortas of GFM and PFM normalized to *miR-29b*. *p < 0.05 vs. PFM. The selected microRNAs represent down-regulated (*miR-204*, *miR-9* and *miR-148a*), an upregulated (*miR-23b*), and a highly expressed microRNA with no change in expression (*miR-145*). (f) *Sirt1* expression in heart, liver, aorta, skeletal muscle, and lungs of GFM and PFM. *n* = 4 for each group, *p < 0.05 vs. PFM. Independent sample t-test was used. Data shown as mean and error bar represents s.e.m.

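Normalized to miR-29b, nCounter expression of miR-204 in aortas of GFM was 64.2% ± 1.67 (SD, n = 3) of the PFM mean, where PFM varied by 9.39% (SD, n = 3). Normalized to β-actin it was 63.3% ± 9.95 (SD, n = 3), where PFM varied by 21.7% (SD, n = 3). All GFM values lay below all PFM values with both controls (exact permutation test, two-sided, p = 0.1, the smallest possible), and the highest GFM value with β-actin was 71.2%. Normalized to global expression, miR-23b was at 121% of PFM (log2 fold change 0.28, standard error 0.06, adjusted p = 0.0855, edgeR). MiR-145 was at 103% (adjusted p = 0.921).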

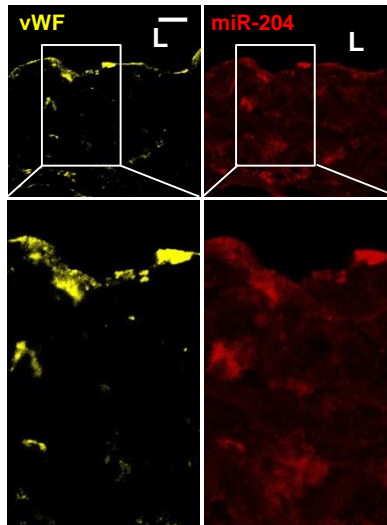

Supplementary Fig. 3. *miR-204* is expressed in vascular endothelium and tunica media. Immunofluorescence for *miR-204* in mouse aortas. vWF: von Willebrand factor. L: lumen. (magnification $\times 63$, Scale bar; $20\mu\text{m}$).

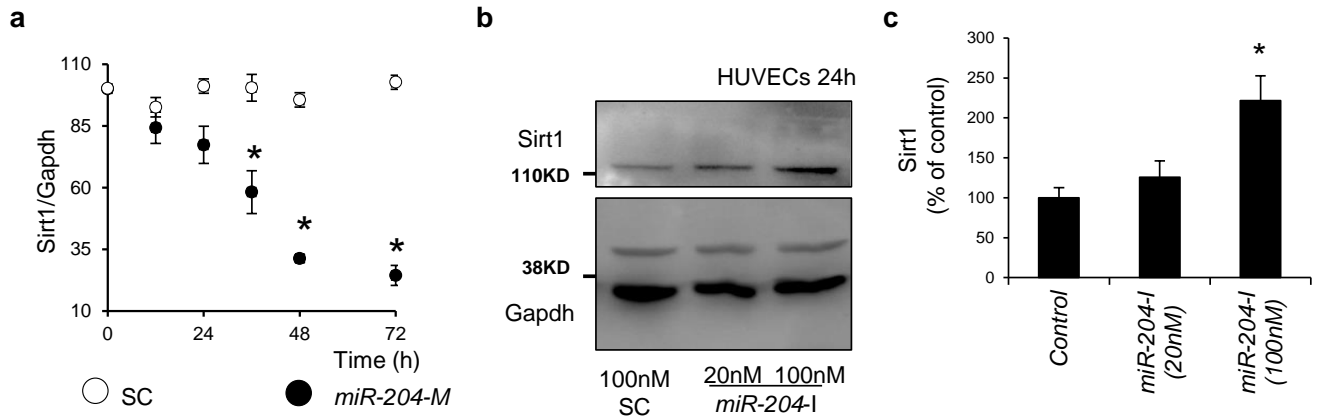

Supplementary Fig. 4. *miR-204* regulates Sirt1 expression in endothelial cells. (a) *miR-204* mimic (*miR-204-M*) suppresses Sirt1 expression in HUVECs in time dependent manner. n = 3 independent experiments. *p < 0.05 vs. SC. (b) *miR-204* inhibitor (*miR-204-I*) upregulates Sirt1 expression in HUVECs. SC: scrambled control microRNA. Representative of 3 independent experiments. (c) Quantification of Sirt1 expression in b. n = 3. *p < 0.05 vs. SC. Independent sample t-test was used. Data shown as mean and error bar represents s.e.m.

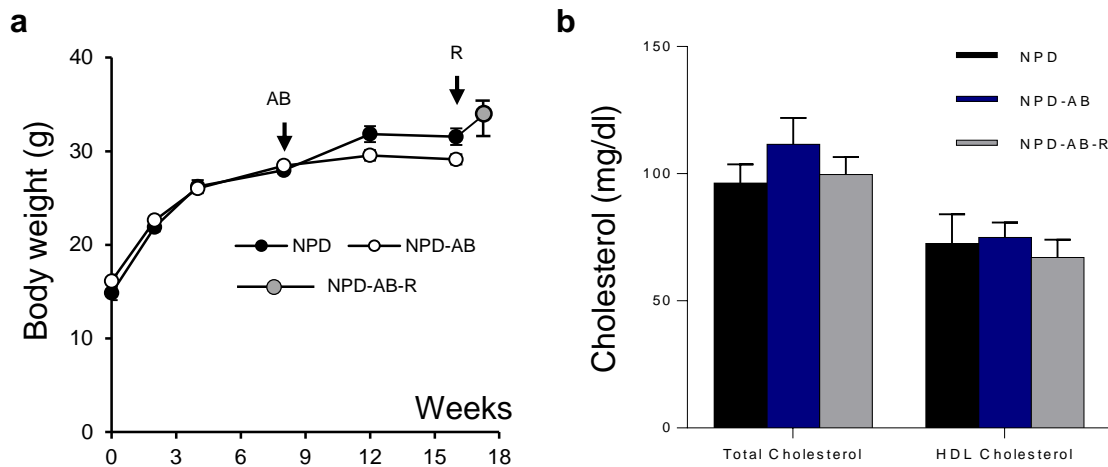

Supplementary Fig. 5. Oral broad-spectrum antibiotics slightly decrease body weight and do not affect plasma lipids. (a) Effect of broad-spectrum antibiotics on mouse body weight. Arrowheads indicate isolation of mice from the colony and initiation of antibiotics in drinking water (AB), and discontinuation of antibiotics together with co-habitation of the mice with littermates not on antibiotics (AB-R). $n = 6$ for NPD and NPD-AB; $n = 3$ for NPD-AB-R. **(b)** Effect of antibiotics on total cholesterol and HDL-Cholesterol. $n = 6$ for NPD and NPD-AB; $n = 3$ for NPD-AB-R. NPD: normal pellet diet; AB: Antibiotics; R: stoppage of antibiotics + co-habitation. Data shown as mean and error bar represents s.e.m.

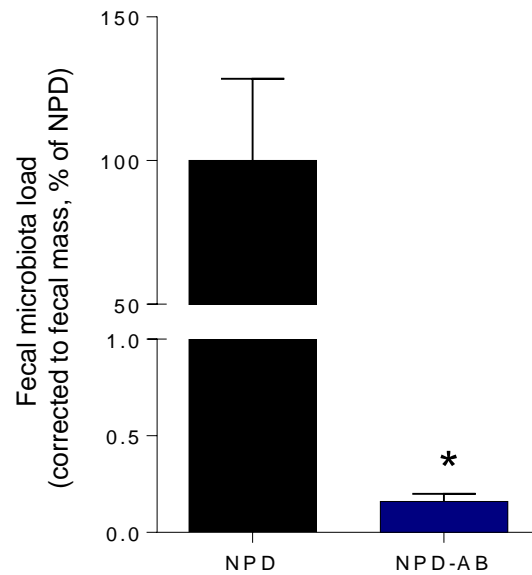

Supplementary Fig. 6. Oral broad-spectrum antibiotics suppress fecal microbial load. Fecal microbial load was measured by qPCR of bacterial 16S RNA in mice on normal pellet diet (NPD) or mice on NPD receiving broad-spectrum antibiotics for 6 weeks (NPD-AB). $n = 5$ in each group. $*P < 0.05$ vs. NPD by independent sample t-test. Data is shown as mean normalized to NPD and error bar represents s.e.m.

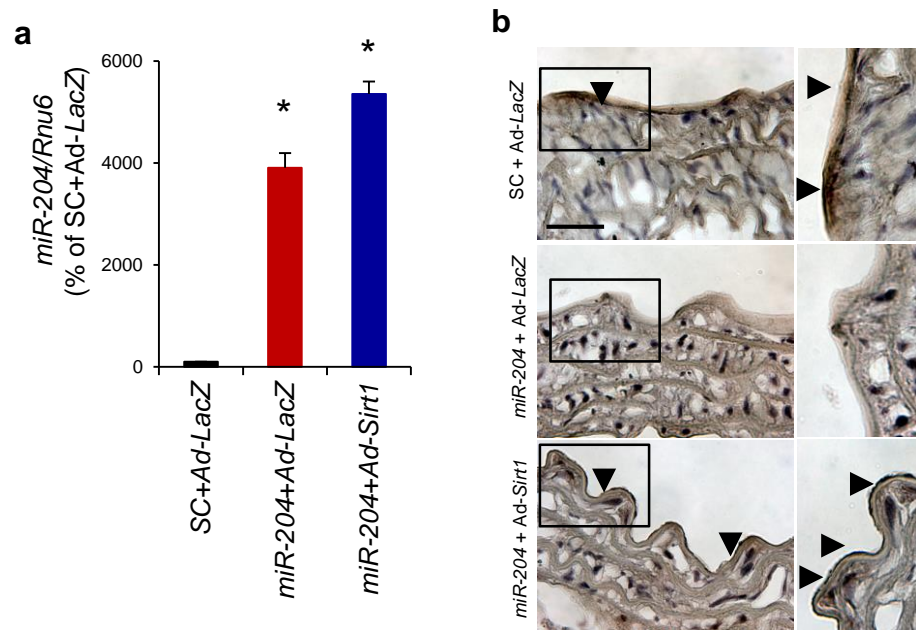

Supplementary Fig. 7. Ad-Sirt1 rescues endothelial Sirt1 expression suppressed by *miR-204* mimic *ex vivo*. (a) *miR-204* expression in explanted mouse aortas transfected with *miR-204* mimic, followed by infection with AdSirt1 or AdLacZ. n = 4 aortic rings from 3 mice. *p < 0.05 vs. SC + AdLacZ by independent sample t-test. (b) Effect of *miR-204* mimic and/ AdSirt1 or AdLacZ on expression of endothelial Sirt1 in mouse aortas. Arrowheads indicate endothelial immunostaining for Sirt1 (Magnification $\times 100$, Scale bar; 20 μ m). SC: scrambled control microRNA; AdSirt1: adenovirus encoding *Sirt1*; AdLacZ: control adenovirus encoding *E. Coli LacZ* gene. Data shown as mean and error bar represents s.e.m.

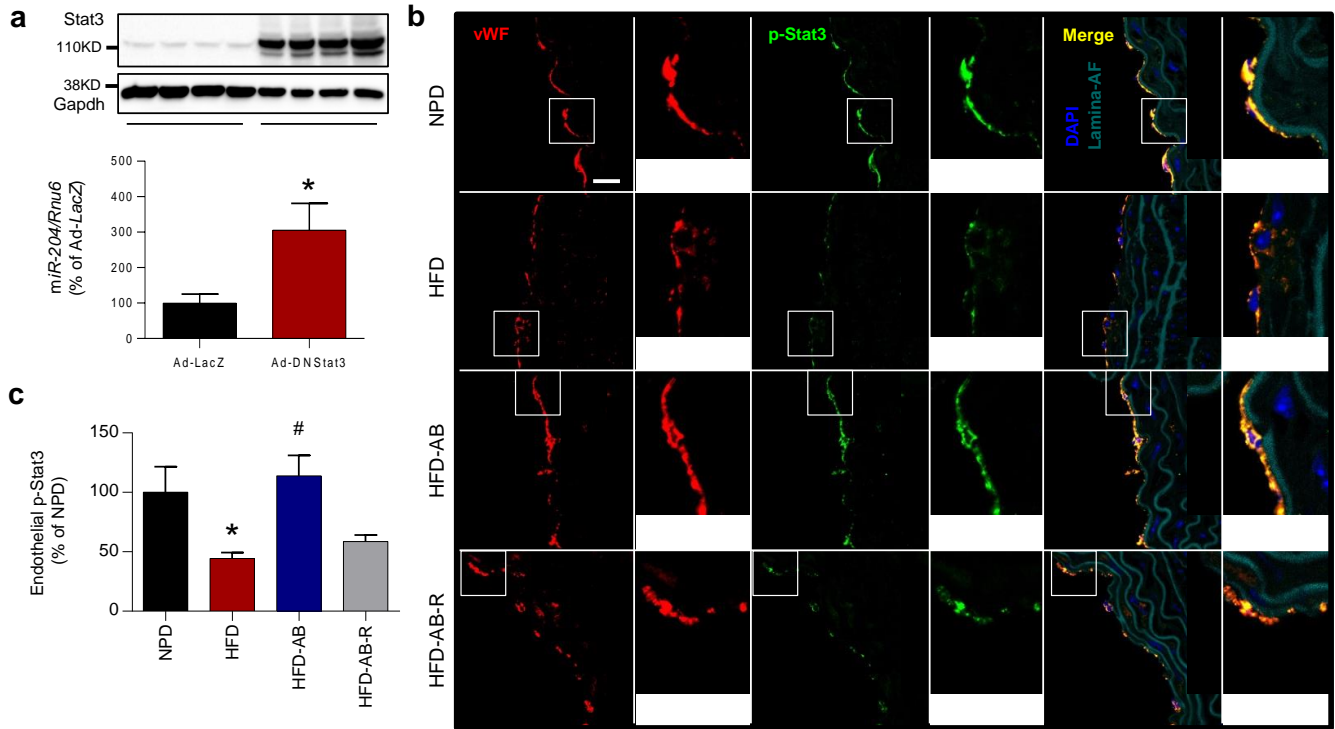

Supplementary Fig. 8. Endothelial Stat3 signaling inhibits *miR-204* expression, is suppressed by HFD, and rescued by broad-spectrum antibiotics. (a) Adenoviral mediated overexpression of dominant negative *Stat3* (Ad-DNStat3) upregulates *miR-204* expression in HUVECs. $n = 4$ in each groups. $*p < 0.05$ vs. AdLacZ. (b) Immunofluorescence staining (magnification $\times 63$, Scale bar; $20 \mu\text{m}$) of mouse aortic sections showing downregulation of endothelial phospho-Stat3 by HFD feeding, and rescue of endothelial STAT3 signaling with suppression of gut microbiota with broad-spectrum antibiotics. Effect of antibiotics on endothelial phospho-Stat3 was reversed with stoppage of antibiotics. Lamina-AF: laminar autofluorescence. (c) Quantification of endothelial p-Stat3 immunostaining in b. NPd: $n = 5$, HFD: $n = 5$, HFD-AB: $n = 5$ and HFD-AB-R: $n = 3$. $*p < 0.05$ vs. NPd, $\#P < 0.05$ vs. HFD. HFD: High-fat diet; NPd: normal pellet diet; AB: Antibiotics; R: stoppage of antibiotics + co-habitation. Independent sample t-test was used. Data shown as mean and error bar represents s.e.m.

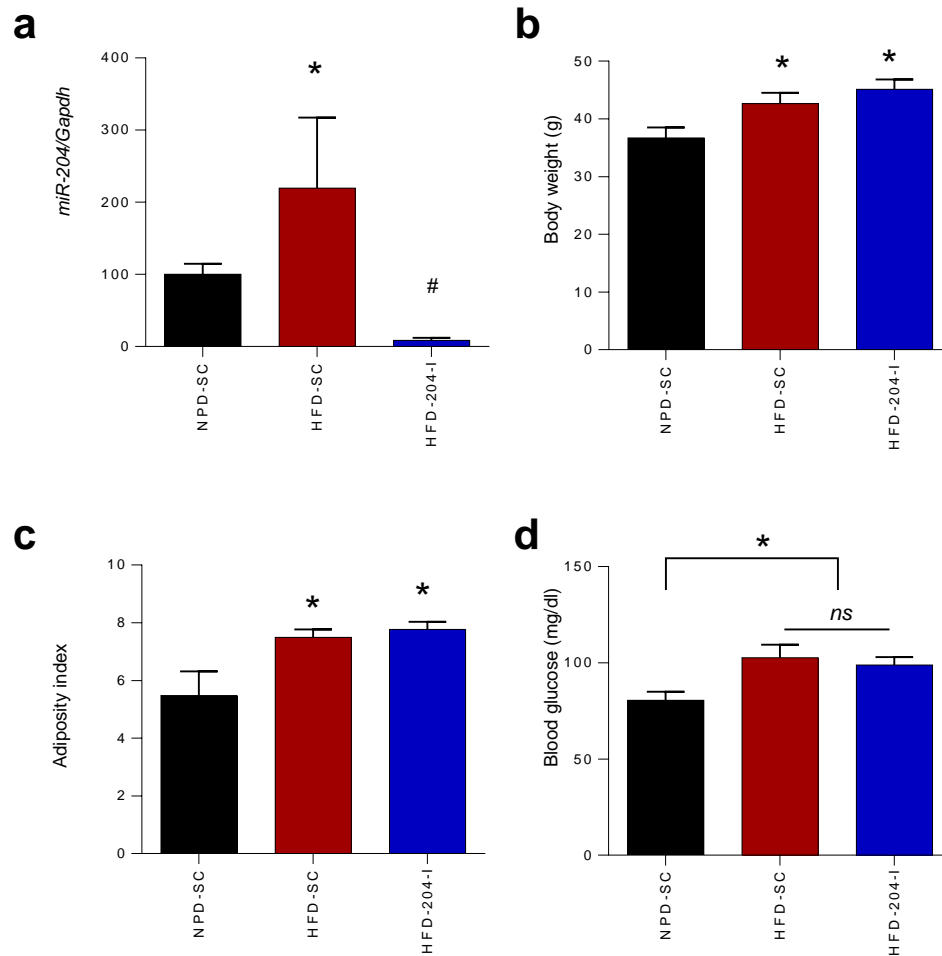

Supplementary Fig. 9. Systemic inhibition of *miR-204* does not affect body weight, adiposity, and blood glucose. (a) *miR-204-I* suppresses *miR-204* expression in mouse aortas. (b-d) *miR-204-I* does not affect body weight (b), adiposity (c), and fasting blood glucose (d). * $p < 0.05$ vs. NPD, # $P < 0.05$ vs. HFD. $n = 4$ for NPD-SC, $n = 6$ for HFD-SC and HFD-204-I. NPD: normal pellet diet; HFD: high-fat diet; SC: scrambled control microRNA. Independent sample t-test was used. Data shown as mean and error bar represents s.e.m.

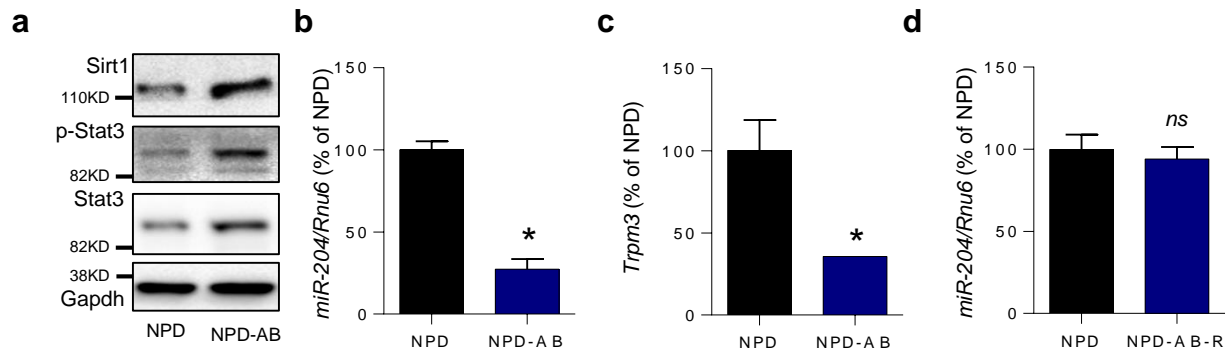

Supplementary Fig. 10. Serum of mice on broad-spectrum antibiotics promotes endothelial Stat3 signaling and Sirt1, and inhibits endothelial *miR-204* expression. (a-c) Serum of mice on broad-spectrum antibiotics upregulates Sirt1 and phospho-Stat3 (**a**), and downregulates *miR-204* and *Trpm3* (**b**, **c**) in HUVECs. (**d**) Serum from mice in which antibiotics were discontinued does not suppress *miR-204* in HUVECs. $n = 3$ independent experiments, serum was pooled from NPD ($n = 6$) and NPD-AB ($n = 4$) and NPD-AB-R ($n = 3$) mice. * $P < 0.05$ vs. NPD. NPD: normal pellet diet; AB: Antibiotics; R: stoppage of antibiotics + co-habitation. Independent sample t-test was used. Data shown as mean and error bar represents s.e.m.

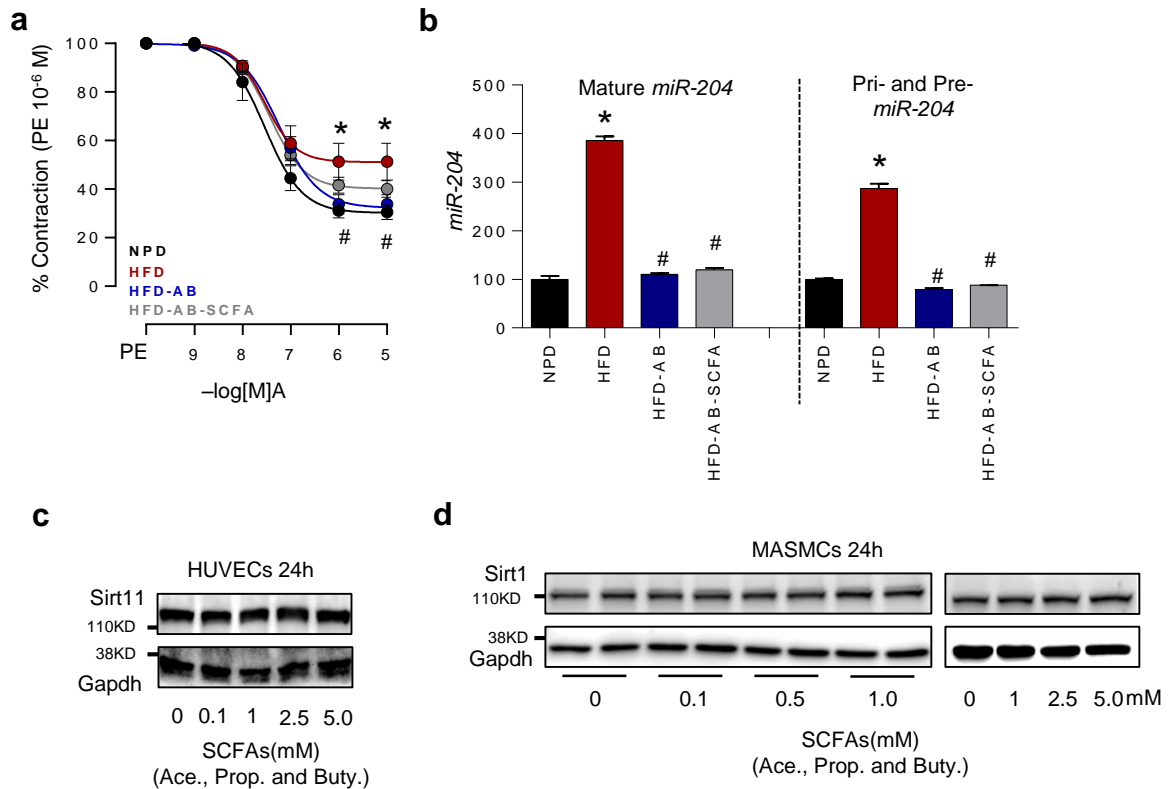

Supplementary Fig. 11. Short-chain fatty acids (SCFAs) do not negate the effect of antibiotics on endothelium-dependent vasorelaxation and aortic *miR-204* expression, and do not affect Sirt1 expression in endothelial or smooth muscle cells. (a-c) Supplementation of drinking water with SCFAs [sodium acetate (90mM) and sodium butyrate (60mM)] does not negate (a) improvement in endothelium-dependent vasorelaxation and (b) downregulation of mature and precursor *miR-204* in mouse aortas induced by suppression of gut microbiome by antibiotics in HFD-fed mice. n represents number of aortic rings in a. NPD: n = 7, HFD: n = 9, HFD-AB: n = 12, HFD-AB-SCFA: n = 18. *p < 0.05 vs. NPD. #p < 0.05 vs. HFD. PE: phenylephrine; A: acetylcholine. (c-d) Mixture of SCFAs does not affect Sirt1 expression in HUVECs (c) and mouse aortic smooth muscle cells (MASMCs) (d). Ace: acetate; Prop: propionate; Buty: butyrate. Independent sample t-test was used. Data shown as mean and error bar represents s.e.m.

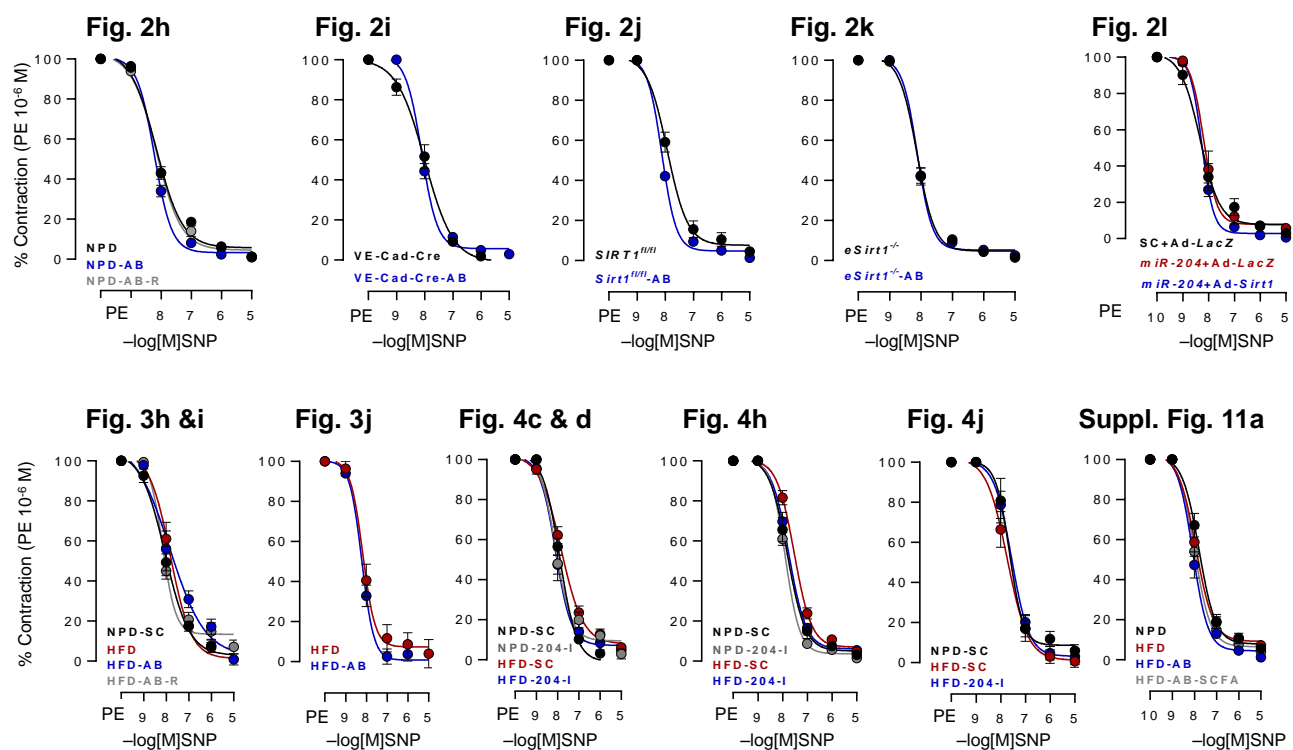

Supplementary Fig. 12. Sodium nitroprusside (SNP)-induced endothelium-independent vasorelaxation of the aorta is not regulated by the gut microbiome or *miR-204*. Data corresponds to experiments done for the indicated figures in the manuscript.

Fig. 1e

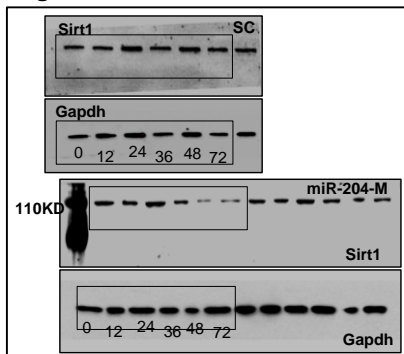

Fig. 2d

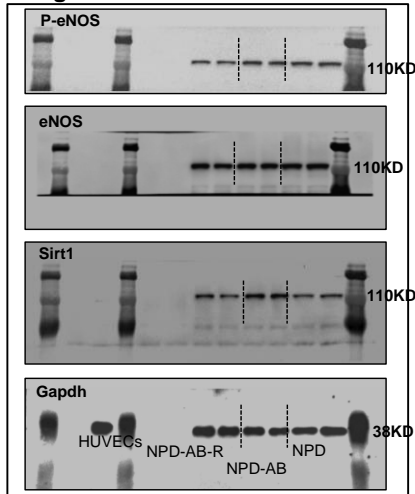

Suppl. Fig. 11d

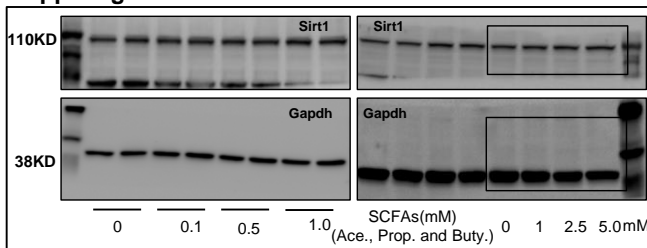

Fig. 3f

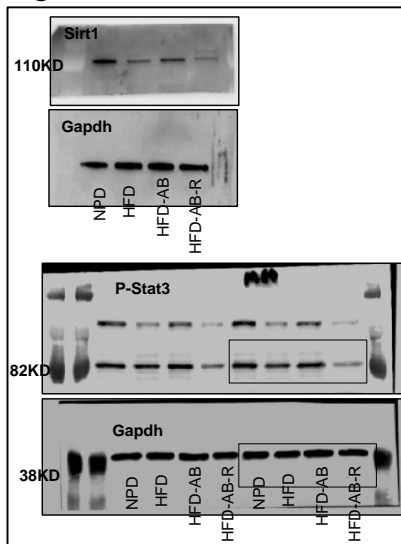

Fig. 4b

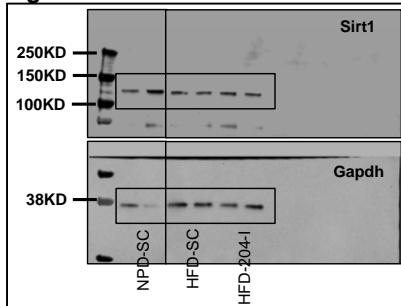

Fig. 4e

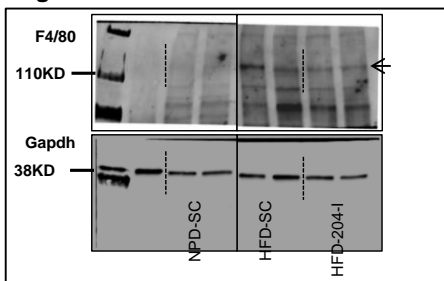

Suppl. Fig. 8a

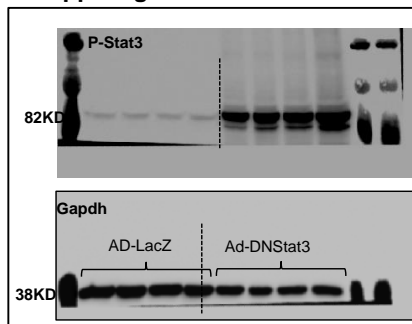

Suppl. Fig. 10a

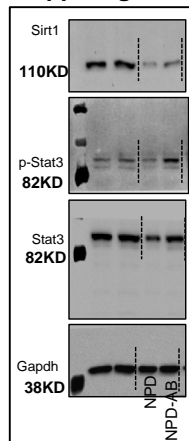

Suppl. Fig. 11c

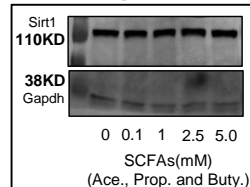

Supplementary Fig. 13. Original immunoblots for indicated figures.

Supplementary Table 1. Sequence of primers, mature microRNAs, detection probes and microRNA-mimic/inhibitor used in the study.

mRNA	Primer sequence	
	Forward	Reverse
<i>Sirt1</i> (mouse)	5'-AAT GCT GGC CTA ATA GAC TTG CA-3'	5'-CCG TGG AAT ATG TAA CGA TTT GG-3'
<i>Trpm3</i> (mouse)	5'-ACC CCG TCA AGT AGT G-3'	5'-CCC CAA AGT TGG CGT-3'
<i>TRPM3</i> (human)	5'-CGC AGC TGG AAG ACC TTA TC-3'	5'-AAG CTG CTC TGA CGG ACA AT-3'
<i>Gapdh</i> (mouse)	5'-GGC AAA TTC AAC GGC ACA GT-3'	5'-CGC TCC TGG AAG ATG GTG AT-3'
<i>GAPDH</i> (human)	5'-ATG ACA TCA AGA AGG TGG TG -3'	5'-CAT ACC AGG AAA TGA GCT TG-3'
<i>eNOS</i> (mouse)	5'-GAA GGG AAG TGC AGC AAA GG-3'	5'-CAG AGA TCT TCA CTG CAT TGG CTA-3'
<i>Drosha</i> (mouse)	5'-GGA CCA TCA CGA AGG ACA CT-3'	5'-CAC GGG TCT CTT GGT TTT GT-3'
<i>Dicer</i> (mouse)	5'-ACC AAG TGA TCC GTT TAC GC-3'	5'-CAA CCG TAC ACT GTC CAT CG-3'
microRNA	Mature microRNA sequence	
<i>miR-204-5p</i>	5'-UUC CCU UUG UCA UCC UAU GCC U-3'	
<i>miR-29b</i>	5'-UAG CAC CAU UUG AAA UCA GUG UU-3'	
<i>miR-145-5p</i>	5'-GUC CAG UUU UCC CAG GAA UCC CU-3'	
<i>miR-148a-3p</i>	5'-UCA GUG CAC UAC AGA ACU UUG U-3'	
<i>miR-23b-3p</i>	5'-AUC ACA UUG CCA GGG AUU ACC-3'	
<i>miR-9-5p</i>	5'-UCU UUG GUU AUC UAG CUG UAU GA-3'	
microRNA primers were procured from Quanta Bioscience. miScript Precursor assay primer which detects stem-loop in both pri- and pre- <i>miR-204</i> was procured from QIAGEN.		
Modulators	Sequence	
SC	5'-ACG TCT ATA CGC CCA- 3'	
<i>miR-204</i> -mimic	5'-UUC CCU UUG UCA UCC UAU GCC U-3'	
<i>miR-204</i> -inhibitor	5'-AGG ATG ACA AAG GGA-3'	
<i>miR-204</i> in-situ hybridization probe	5'-Dig-N-AGG CAT AGG ATG ACA AAG GGA A-N-Dig-3'	
Scrambled in-situ hybridization probe	5'-Dig-N-GTG TAA CAC GTC TAT ACG CCC A-N-Dig-3'

How the deposited data were processed for this re-analysis (not part of the article)

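Total RNA from the thoracic aorta of 3 GFM and 3 PFM was measured on an nCounter mouse microRNA panel, with 1 lane per mouse. The authors deposited raw barcode counts per probe, once in a joint table and once per mouse, and 3720 of 3720 values are identical in both. They also deposited a table of 121 microRNAs holding a normalized score for 114, made by scaling each lane's counts by a single factor and rounding. The methods describe scaling to the positive controls and to global microRNA expression, and the rule that chose the 121 microRNAs is not given in the paper's text.

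From the deposited counts, values per 1000000 of the total of mouse microRNA probes were computed. Probes above the mean plus 2 SD of the 8 negative controls in at least 3 of 6 lanes were tested, 151 of 566. A probe with a blank cell was left out. Totals per lane ran from 290709 to 482968 counts. Counts set the counting error of each value, to which the variation between mice adds. With 3 mice per group an exact two-sided permutation test cannot go below p = 0.1.

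GFM and PFM were compared with edgeR 4.0.16 (quasi-likelihood test with robust estimation, library size set to the mouse microRNA total) in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05. No unadjusted p-value of this test is printed. At the threshold of the methods, unadjusted results are given as counts, and some of the microRNAs past it are named. Standard errors are the size of the log2 fold change divided by the square root of the test's F statistic. Alternatives used DESeq2 1.42.0, limma 3.58.1 (limma-trend) and the methods' t-test. The edgeR step was tested on 20 simulated sets of 151 microRNAs with 20 changed. It recovered 57.5% of those changed by 1.5-fold and 88.5% of those changed by 2-fold, with 1.1 false adjusted calls per set on average.

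Lists of 18 microRNA groups were fixed in advance: smooth muscle, endothelial, erythroid, leukocyte, striated muscle, adipose, liver, epithelial and neural microRNAs, the let-7, miR-30 and miR-29 families, the miR-17-92 and paralog clusters, the Dlk1-Dio3 cluster, inflammation-responsive microRNAs, the family of miR-204 and miR-211, the microRNAs the paper ties to Sirt1 and its internal control candidates. The 13 lists with at least 3 measured members were tested with camera (preset correlation 0.01, and again estimated) and fry from limma on log2 of these values plus 1.

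MicroRNAs were chosen for naming by a rule: every microRNA that the paper names, those past the adjusted threshold, up to 10 in each direction with the lowest unadjusted p and groups that do not overlap, the 10 most abundant in PFM and up to 3 members of each list with the largest counts. Members chosen only for their list are in part described through the list's median and count instead of by name. Values in the paper's figures had been seen when this rule was written. MicroRNAs named outside it are miR-31, miR-450a-5p, miR-103, miR-211, miR-223, miR-155, miR-342-3p, miR-2141 and miR-142-5p, chosen after their values were seen. The rule, the lists, the tests of GFM against PFM and 22 alternatives were set before the data were examined. The tests of explanations in the closing section were written after the results of that comparison had been seen, and so were the rules by which alternatives count as reversed or moved. A trend on GC content was added as an alternative after seeing the data. The alternatives change the normalization, the background filter, the tool, a block on replicate number, and leave out each aorta in turn. When an aorta was left out, the set of tested microRNAs was kept. No coordinates are given, since the files name no genome build.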

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

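The viral probe result and the test of miR-377 and miR-450a-5p below were chosen after their values were seen, as was the test of the probe against its lane's background; by the rule set in advance, 0 viral or non-mammalian probes were above background in all 3 lanes of a group.

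The mghv-miR-M1-5 probe, for a microRNA of a mouse herpesvirus that the paper does not report on, was above every negative control in 6 of 6 lanes, but above the background line in 4 of 6. Its counts differed by 3.26 times between lanes, and the ratio of its count to the lane's background line by 1.29 times.

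MiR-377 had a log2 fold change of -0.66 and miR-450a-5p of -0.89 in GFM, both at an unadjusted p of at most 0.05 in edgeR, with no value in the authors' table. The counts of miR-450a-5p lay below the background line in all 3 GFM lanes, so the size of its fold change was not measured. Its mean count was 0.917 times the background line and that of miR-377 1.57 times (adjusted p = 0.177 and 0.137).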

How the results depend on the processing

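The test with a trend on GC content removed was chosen after seeing the data. The fold change of miR-204 kept its direction under all 23 alternatives, but its call at an adjusted p under 0.05 remained in 6. It was lost with TMM (-0.60), DESeq2 size factors (-0.60), positive controls (-0.70), miR-29b (-0.64), β-actin (-0.66), the total without the 3 most abundant (-0.64), no filter (-0.66), DESeq2 (-0.60), the methods' t-test on linear values (-0.66), the block (-0.66) and the GC trend (-0.59), and without any 1 aorta (-0.72 to -0.62), which leaves fewer samples. With no filter, 565 instead of 151 microRNAs were adjusted for; otherwise the cause was not tested.

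MicroRNAs lower at an adjusted p under 0.05 numbered 1, against 0 with TMM, DESeq2 size factors, miR-29b, the total without the 3 most abundant, no filter, DESeq2, the methods' t-test on linear values, the block and the GC trend, 2 with positive controls and with background subtracted, and 3 with the methods' t-test on log2 values and on the authors' table. Leaving out 1 aorta gave 0 to 2. These calls were not always miR-204. With β-actin the 1 lower was miR-450a-5p, and with positive controls the 2 were miR-377 and miR-450a-5p. With background subtracted they were miR-204 and miR-450a-5p, and in the methods' t-test miR-103, miR-204 and miR-9. Without the third GFM aorta the call was miR-150, and without the first PFM aorta miR-142-3p and miR-148a. The counts of miR-450a-5p lay below the background line in all 3 GFM lanes. With positive controls 2 were higher (miR-2134 and miR-2141), with all others 0. At an unadjusted p of at most 0.05, 16 lower became 13 to 27 without 1 aorta, and 8 higher became 5 with positive controls, β-actin, the methods' t-test on log2 values and on the authors' table and the block, 4 with the methods' t-test on linear values, and 3 to 8 without 1 aorta. TMM gave 13 lower and 11 higher. The median log2 fold change, -0.05, was -0.11 with positive controls, -0.13 without the third GFM aorta, 0.08 with no filter, 0.00013 with TMM, 0.0044 with DESeq2 size factors, 0.0049 with DESeq2 and -0.0028 with the GC trend removed.

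Replicate numbers do not pair the aortas: same-numbered aortas deviated together with r of 0.25, -0.27 and -0.18. The block on replicate number moved lower calls from 1 to 0 adjusted and higher calls from 8 to 5 unadjusted. Of the 26 most abundant, 0 passed, and 0 to 1 without 1 aorta. Lists passing numbered 1, against 0 with an estimated correlation and with positive controls, 6 with no filter (leukocyte, adipose, let-7, miR-17-92 and paralog, Sirt1-linked and internal control lists, all lower) and 0 to 2 without 1 aorta. With no filter each list was tested among 565 microRNAs instead of 151, and the median log2 fold change of the 565 was 0.08. Lists could then also hold members that were not above background. Viral or non-mammalian probes above background in all 3 lanes of a group numbered 0, and 1 at the mean plus 1 SD. The SD of miR-29b moved to 0.0833 when the total left out the 3 most abundant. The log2 fold change of miR-29a turned to 0.0018 and that of let-7g to 0.0511 with the GC trend removed. Global total estimates ran from -0.24 to 0.06. Counts near background limit the less abundant microRNAs.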

Differences from the paper's values

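The rank of miR-204 among microRNAs below 0 was chosen after the values were seen, and the 23 alternatives include the GC trend, added after seeing the data. The paper reports 5 microRNAs higher in GFM at its threshold, and 8 were higher here at the same unadjusted threshold in edgeR. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with positive controls (5), β-actin (5), the authors' 114 microRNAs (7), limma (7), the methods' t-test on linear values (4), on log2 values (5) and on the authors' table (5), the block on replicate number (5), and without the second PFM (6), the third PFM (4), the second GFM (7) or the third GFM aorta (7). It was not with TMM (11), DESeq2 size factors (9), miR-29b (8), the total without the 3 most abundant (10), no filter (12), a background filter in all 6 lanes (8), background subtracted (8), DESeq2 (9), and without the first PFM (8) or the first GFM aorta (3). The paper's count of lower microRNAs, 15, stands beside 16 here and 14 with the methods' t-test on the authors' table, where miR-31 lies just above the threshold.

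Fig. 1a labels its axis as log2 and places miR-204 at about -0.46, read by eye. The log2 fold change here is -0.66, which is -0.46 on the natural-log scale. The same microRNA is at about 63% of PFM in Supplementary Fig. 2d, and at 63.2% here, so the plotted value matches on the natural-log scale. Other points of Fig. 1a carry no names.

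The paper ranks miR-29b as the control closest to global expression, followed by miR-29c, β-actin and Gapdh. It clustered expression profiles by Pearson correlation, while the ranks here are by the SD of the log2 ratio to the total, an unlike measure. Here miR-29c had a smaller SD than miR-29b (0.03 against 0.05) in each of the 10 settings run, Actb ranked 12 of 14 and Gapdh 14 of 14, though miR-29b was ahead of both mRNAs in each, and Gapdh ranked 4 of 14 without the third GFM aorta. The paper counts miR-199a-5p among the lowered microRNAs. Its log2 fold change here was -0.16 (adjusted p = 0.314, edgeR), and it passed the unadjusted threshold in 1 of 23 alternatives, without the first PFM aorta. The paper calls miR-204 the most robustly downregulated microRNA, directly after its qPCR of miR-204, miR-148a and miR-9. The ranks here are by p of the nCounter values alone, an unlike measure, and the qPCR values were not examined. By p among microRNAs with a log2 fold change below 0, miR-204 ranked 1 in edgeR here and in 14 of 23 alternatives. It ranked 8 with positive controls, 5 with β-actin, 4 without the first PFM aorta, 3 in the methods' t-test on linear values and on the authors' table, and 2 in that test on log2 values, with background subtracted and without the first or the third GFM aorta.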

Other observations

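The tests of normalization and of leukocyte content were chosen after the results were seen; the GC test was fixed before its value was computed but was prompted by the list of lower microRNAs. Of the cell type lists, 10 smooth muscle microRNAs had a median log2 fold change of 0.01 (camera, adjusted p = 0.489), with miR-23b higher when adjusted over the list alone, 7 endothelial ones -0.14 (adjusted p = 0.529), 3 erythroid ones -0.16 (adjusted p = 0.825), 10 leukocyte ones -0.17 (adjusted p = 0.529) and 3 adipose ones -0.20 (adjusted p = 0.529). With no filter on low counts the leukocyte (adjusted p = 0.0199) and adipose lists (adjusted p = 0.0250) passed as lower. Camera sets a list against the other microRNAs tested. Without the filter 565 were tested, with a median log2 fold change of 0.08, against -0.05 with it. That change of reference cannot be told apart from a shift of the lists. Without the filter a list could also take in members that were not above background. With it, 10 of 10 on the leukocyte list and 3 of 7 on the adipose list were measured. With the filter, none of these 5 lists passed with an estimated correlation either (adjusted p from 0.706 to 0.937). Too few members were measured to test the striated muscle (2), liver (2), epithelial (1) and neural (2) lists, whose medians were 0.14, 0.20, 0.17 and -0.22. Adjusted over the list alone, miR-122 (mean count 1.57 times the background line) was higher and miR-9 lower. The family of miR-204 and miR-211 had 1 measured member, miR-204.

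Of the families, 9 let-7 members had a median of -0.13 (camera, adjusted p = 0.529), 5 miR-30 members 0.05 (adjusted p = 0.529), 3 miR-29 members -0.03 (adjusted p = 0.990) and 7 members of the miR-17-92 and paralog clusters -0.21 (adjusted p = 0.267). Inflammation-responsive microRNAs had a median of -0.15 over 9 (adjusted p = 0.529), and the internal control candidates -0.15 over 10 (adjusted p = 0.106), of which 9 lay below 0. The control candidates passed as lower without the first PFM aorta (adjusted p = 0.0167), without the second GFM aorta (adjusted p = 0.0438) and with no filter (adjusted p = 0.0001), as did the let-7 family (adjusted p = 0.0199) and the miR-17-92 and paralog clusters (adjusted p = 0.0322) with no filter. With no filter the reference of the test changed, and lists could take in members not above background, as described for the cell type lists. With the filter and an estimated correlation the adjusted p of these families and lists was 0.706, apart from the miR-29 family (0.992).

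The 16 microRNAs lower at an unadjusted p of at most 0.05 had a median GC content of 36.4%, against 45.5% over the 151 tested and 46.5% over the 8 higher. Over the 151, GC content and log2 fold change had a Spearman rho of 0.171, across microRNAs, which are not independent replicates. With the trend on GC content removed in each lane, 12 of the 16 were still lower, which lies between the bounds set for and against GC content, so it stays open as a partial source. The slope on GC content was -0.148, -0.126 and -0.642 in the 3 PFM aortas and 0.225, 0.0869 and 0.604 in the 3 GFM aortas. These slopes cancel out over the lanes, so they are of values centred across lanes, and their signs are relative. All PFM slopes lay below all GFM slopes. This difference restates the association of GC content with log2 fold change and is not a second observation. Over the 16 lower microRNAs, the median ratio of mean count to the background line was 2.76, between the bounds set. Background may therefore contribute and cannot be told apart from a change in level. The 10 splits of 3 against 3 are too few for a share under 0.05. Which side of another split is lower is arbitrary, so for the other splits the larger of the counts in both directions was taken. At an unadjusted p, a count as large as 16 lower came in 1 of 10, with 15 as the highest other in either direction, and as large as 8 higher in 3 of 10, with the same highest other. At an adjusted p, a count of at least 1 in either direction, as for the 1 lower, came in 2 of 10, with 1 as the highest other, and a count of at least 0, as for the 0 higher, in 10 of 10, with 1 as the highest other. For the 26 most abundant, 0 came in 10 of 10 (highest other 0), and for the lists 1 in 5 of 10 (highest other 2).

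For miR-204 the values argue against the choice among the planned scalings as the source of the lower value, since the log2 fold change nearest 0 was -0.60. The adjusted p of miR-204 under all of the planned scalings was from 0.0889 to 0.112 in edgeR, and the bound of this test was set after the values had been seen. The values argue against signal of miR-211, whose probe was above background in 0 of 6 lanes. With the GC trend removed the log2 fold change moved from -0.66 (standard error 0.11) to -0.59 (standard error 0.14, adjusted p = 0.120), a smaller fold with a larger error, and it no longer passed. A difference between GFM and PFM in the design, such as the microbiota, stays open and was not tested apart from these.

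MiR-142-3p had a log2 fold change of -0.65 in GFM, and fewer leukocytes in the GFM aortas could account for it. The median of miR-142-5p, miR-150 and miR-223 was -0.15, and the members differ (-0.05 to -0.65, with miR-150 at -1.24 without the third GFM aorta). The standard error of their mean, 0.19, is over these microRNAs and does not measure the spread between mice. Of the 10 leukocyte microRNAs measured, miR-155, miR-181a and miR-342-3p lay above 0, so this cannot be told apart from a change within cells.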
